# Self-assembly of hybrid 3D cultures by integrating living and synthetic cells

**DOI:** 10.1038/s41467-025-66789-3

**Published:** 2025-12-10

**Authors:** Nils Piernitzki, Ning Gao, Gilles Gasparoni, Louisa M. Krauß, Julia Schulze-Hentrich, Michael Dustin, Bianca Schrul, Balázs Győrffy, Stephen Mann, Oskar Staufer

**Keywords:** Bioinspired materials, Cancer models

## Abstract

Self-assembly is a fundamental property of living matter that drives the three-dimensional organization of cell collectives such as tissues and organs. Here, the co-assembly of synthetic and natural cells is leveraged to create hybrid living 3D cancer cultures. We screen a range of synthetic cell models for their ability to form augmented tumoroids with artificial but controllable micro-environments, and show that the balance of inter- and extracellular adhesion and synthetic cell surface tension are key material properties driving integrated co-assembly. We demonstrate that synthetic cells based on droplet-supported lipid bilayers can establish artificial tumor immune microenvironments (ART-TIMEs), mimicking immunogenic signals within tumoroids and eliminating the need to integrate complex living immune cells. Using the ART-TIME approach, we identify a AhR-ARNT-mediated co-signaling mechanism between PD-1 and CD2 as a driver in immune evasion of pancreatic ductal adenocarcinoma. Our study advances the field of hybrid organoid engineering, offers opportunities for the construction and modelling of artificial tumour environments, and marks a step towards the design of functional living/non-living cytomimetic materials.

## Abstract (web summary)

Synthetic cells have huge potential in model systems. Here, the authors engineer synthetic–living hybrid tumoroids that replicate tumour-immune interactions in 3D, study synthetic cells integration, and demonstrate systematic studies of immune evasion and T cell engager therapies.

## Introduction

Cellular self-assembly into 3D architectures is a key process in life, critical for development and deregulated in cancer. Self-assembly of tissues is directed by intercellular signaling through biomolecular and biomechanical cues that result in spatially organized supra-cellular structures. Integrating this degree of self-organization and intercellular communication in man-made biomaterials, such as synthetic cells, is key to bridging the living and synthetic world. Self-assembling 3D cancer cultures, such as tumoroids and organoids, have been transformative in cancer biology research. These cultures, unlike their two-dimensional counterparts, emulate key biophysical and microanatomical aspects of natural tissues, such as extracellular matrix (ECM) networks, cavity formation, tissue asymmetry, spatial cell differentiation or metabolic gradients^1^. Specifically, tumoroids, generated from cell lines or primary cancer cells, have facilitated the substitution of animal models and unveiled novel disease mechanisms such as those involved in tumor immune evasion^2^. Tumoroid formation relies on the inherent self-assembly and self-organization properties of singularized cancer cells into 3D architectures. Several approaches have been developed to harness the intrinsic self-assembly capacity of cancer cells to form tumoroids, including matrix-assisted^3^, gravity-driven^4^, and restricted substrate adhesion procedures^5^. While the spatial organization in tumoroids is largely influenced by nutrient and growth factors gradients, their initial self-assembly into multicellular structures is an active process driven by de novo formation of intercellular adhesions during the aggregation process^6^.

Importantly, non-cancerous cells in the tumor microenvironment (TME) interact with cancer cells in vivo^7^, influencing tumor growth and therapy response, an interplay that is still challenging to replicate as self-assembling heterotypic tumoroids. The controlled and prolonged integration of other cell types from the TME into tumoroids, such as fibroblasts, immune cells or neuronal cells, is limited as these do not often participate in the self-assembly process or are actively excluded and suppressed by cancer cells during the growth phase – a limitation that could be addressed by engineering biomimetic components.

In this study, we present an approach that stably integrates cellular bionic materials, in the form of synthetic cells into 3D cultures during self-assembly (Fig. 1A). This generates augmented tumoroids with artificial but controllable TMEs that bridge the natural and synthetic cell world. Synthetic cells have emerged as biomimetic materials that recapitulate molecularly defined characteristics of natural cells, allowing the study of fundamental processes of life such as cellular division, emergence of life and principles of cellular organization^8^.

**Fig. 1:**
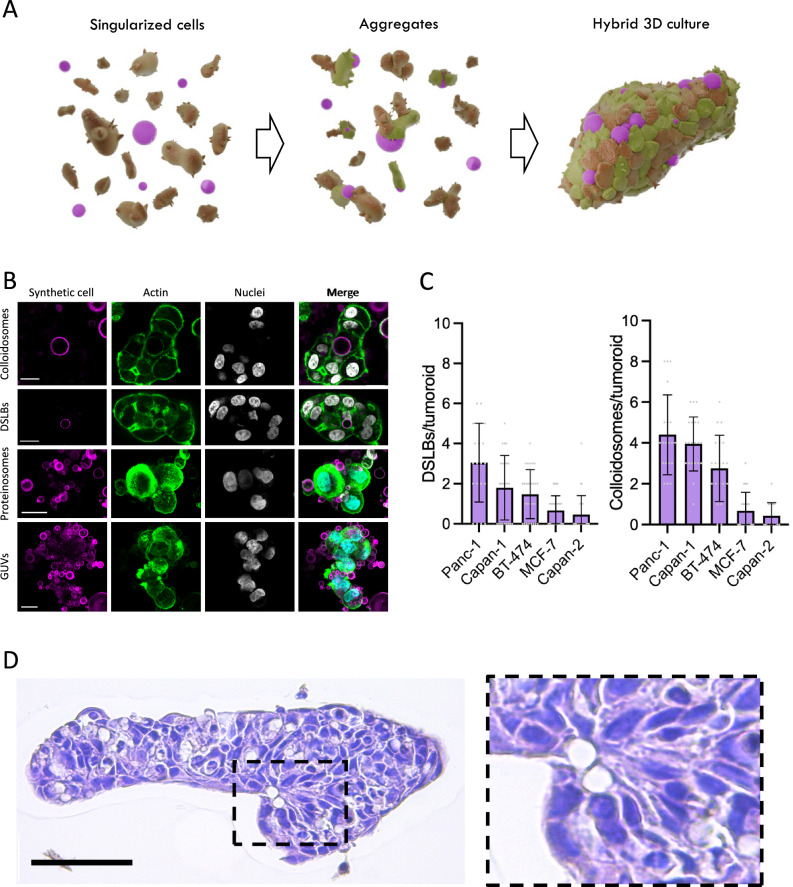
Self-assembly of hybrid tumoroids. **A** Schematic illustration of the hybrid culture self-assembly process. Cancer cells (brown) and synthetic cells (magenta) are plated on low-adhesion surfaces to induce aggregation and subsequent constriction of the cell cluster to 3D cultures integrating synthetic cell models. **B** Representative confocal microscopy images of Panc-1 tumoroids, stained for nuclei and actin, integrating synthetic cell models, 48 hours after formation. Scale bars are 20 µm. Shown are one representative example from two independent repetitions. **C** Quantification of DSLB- and colloidosome-based synthetic cells integration into tumoroids formed from various cell lines after 48 h of co-culture. Results shown as mean ± SD from at least *n* = 14 3D cultures per condition for each condition. **D** Representative hematoxylin and eosin-stained histological slides of a Panc-1 tumoroid self-assembled with DSLB-based synthetic cells. Scale bar is 300 µm. Shown is one representative example from two independent repetitions with 20 spheroids imaged each.

In this pursue, a whole toolbox of synthetic cell chassis has been developed, each designed to mimic specific biochemical and biophysical aspects of living cells. Giant unilamellar vesicles (GUVs) have been employed to replicate phenomena associated with cell membranes, such as pore formation and lipid phase separation^9^. Coacervate microdroplets have been engineered to reconstitute molecularly crowded cytomimetic environments^10^ and inorganic colloidosomes^11,12^ and polymerosomes^13^ developed to replicate the organizational structures found within living cells. To specifically mimic cellular biomechanics, synthetic cells based on droplet-supported lipid bilayers (DSLBs), composed of a silicone oil core supporting a laterally mobile lipid bilayer (see also supplementary note 1), have been designed^11–13^. Co-integrating synthetic cell models into self-assembling 3D natural cell constructs could allow a systematic study of the fundamental principles underlying cellular self-assembly and open new avenues to apply synthetic cell materials as functional and controllable cell surrogates in 3D cell cultures.

We screen several synthetic cell models together with tumoroid-forming cells to derive the biophysical principles underlying synthetic cell-natural cell co-assembly. By equipping the synthetic cells with immuno-receptor ligands, we characterize the microstructural organization of signaling-competent interfaces between the synthetic and natural cells that allows for membrane-membrane protein signaling. Finally, we demonstrate the application of this approach by forming bottom-up assembled artificial tumor immune microenvironments (ART-TIMEs) within pancreatic ductal adenocarcinoma (PDAC) tumoroids to study immune receptor co-signaling along the PD-1 axis. With this, we probe PD-1/CD2 co-signaling as a driver for immune evasion. We envision that this approach will yield a new generation of augmented 3D cultures with enhanced biomimetic capabilities for cancer research and open new avenues for the study of living/non-living cell interactions in tissue-related contexts.

## Results and discussion

### Integration of synthetic cells into tumoroids by self-assembly

To assess the integration of synthetic cell models into tumoroids, we screened an initial panel of immortalized cancer cell lines (BT-474, MCF-7, Capan-1, Capan-2 and Panc-1) for self-assembly-based tumoroid formation from singularized cells by restricted adhesion. The cells were selected based on the expression (mRNA and protein level) of extra- and intercellular adhesion proteins (Supplementary Fig. 1A, B), covering fast and slow growing cultures as well as representing high immunogenic (breast) and low immunogenic (PDAC) cancers. All cell lines formed tumoroids by self-assembly via restricted adhesion within 48 hours (Supplementary Fig. 1C), whereby Panc-1 and BT-474 formed the most defined and condensed tumoroids. As synthetic cell candidates for integration and hybrid tumoroid formation, we produced a panel of routinely applied synthetic cells models, including GUVs^14^, polymer coacervates^10^, inorganic silica colloidosomes^12,15^, DSLBs^13^ and proteinosomes^11^. Upon co-incubation with singularized Panc-1 cells, we observed various levels of integration and attachment, where colloidosomes and DSLBs showed full integration into the self-assembled tumoroids and GUVs and proteinosomes showed strong attachment and partial integration (Fig. 1B). Of note, all integrated synthetic cell models remained structurally intact over the 48 h culture period, including the more fragile GUVs, for which no ruptured vesicles could be observed (Supplementary Fig. 2A). This indicates that the integration process is gentle and non-destructive for the synthetic cells. Coacervate microdroplets did not integrate, even after prolonged incubation periods. Quantification of the number of integrated DSLB- and colloidosome-based synthetic cells per tumoroid for all cell lines revealed the highest integration rates in Panc-1 and Capan-1, followed by BT-474 tumoroids (Fig. 1C). Based on this approach, synthetic cell to natural cell ratios of 1:22 to 1:8 could be achieved. Increasing the synthetic-to-natural cell ratio resulted in a proportional increase of integrated synthetic cells (Supplementary Fig. 2B). This indicates that the integration mechanism is stochastic in nature, robust and does not perturbate the self-assembly process of the cancer cells in a significant manner. Importantly, we observed retention of colloidosomes and DSLBs within the tumoroid for a 7-day growth period, indicating stable incorporation and retention within the 3D architecture (Supplementary Fig. 2C). We found that the DSLB membrane architecture remains overall intact during this prolonged culture period, and while the tumoroids undergo further morphological maturation (e.g., formation of a central lumen), the synthetic cells remain integrated within the cellular architecture. The stable integration of the synthetic cells into the tissue micro-anatomy was also evident from histological analysis, where synthetic cells were embedded within the multicellular structure with direct contact to the cancer cells (Fig. 1D). Taken together, these findings demonstrate that synthetic cells can participate in the self-assembly processes of living cells and stably integrate into tumoroids over long time periods. As the different synthetic cell models showed varying levels of integration, we further focused on resolving the biophysical mechanism for the self-assembly of these hybrids.

### Mechanism of hybrid-tumoroid assembly and the synthetic-natural cell interface

To assess the mechanism of synthetic cell integration, we first performed live-cell imaging of DSLBs incubated with singularized Panc-1 cells during tumoroid formation under restricted-adhesion conditions. We observed a simultaneous process in which cancer cells formed intercellular adhesions and aggregates, while also adhering to the synthetic cells, pulling them into the developing tumoroids (Supplementary Movie S1). There was no indication for a sequential process, where initial tumoroid stages would form first and then integrate the synthetic cells. Moreover, integration of synthetic cells into pre-formed tumoroids was significantly limited (Supplementary Fig. 3A), suggesting a process where adherence of cancer cells to synthetic cells, akin to their interaction with other adjacent cancer cells, is required to form hybrid tumoroids.

To assess a potential active and adhesion-mediated integration mechanism, we performed confocal microscopy imaging of the synthetic cell-natural cell interface during self-assembly. We found that natural cells formed concentric membrane interfaces with the synthetic cells (Fig. 2A). These formed from actin-rich protrusions with a filopodia-like morphology, indicative of an extracellular adhesive contact sites. This view was further supported by transmission electron microscopy (TEM) analysis, where cellular projections and close membrane-membrane interactions between the natural cell and synthetic cells were observed (Fig. 2B and Supplementary Fig. 3B). This suggests a mechanism of hybrid-tumoroid self-assembly driven by cellular adhesion to the synthetic cells. Importantly, the synthetic cells applied in these experiments did not feature specific biofunctionalization or adhesive ligands on their surface. However, the synthetic cells underwent significant opsonization with serum proteins, potentially mediating adhesion^16^ (Supplementary Fig. 3C), which were also visible on the synthetic cell surface in the TEM analysis. Of note, the level of serum opsonization (i.e., the total amount of protein adsorbed) to the synthetic cells correlated with the degree of synthetic cell integration, where colloidosomes and DSLBs formed the largest protein coat, followed by GUVs and proteinosomes, while coacervate microdroplets only had minimal opsonization (Fig. 2C). As the different cell lines integrated synthetic cells with varying efficacy, we hypothesized that hybrid tumoroid formation is directed by the balance of extra- and intercellular adhesion in the system, similarly to the formation of pure 3D cultures itself^17^. To test this hypothesis, we correlated the degree of synthetic cell integration with the expression of inter- and extracellular adhesion proteins by the different cell lines. We calculated the ratio of e-cadherin (intercellular adhesion) expression to the expression of various integrin subunits (extracellular adhesion) from normalized transcripts per million data and performed additional western blot-based quantification for protein expression (see Supplementary Fig. 1A, B). This approximation of the inter- and extracellular adhesion balance indicates that cells relying more on extracellular adhesion (i.e., lower cadherin expression) also integrate more synthetic cells, most likely due to stronger interactions with their opsonized protein coat. In line with this, when DSLBs were coated with a passivating polyethylene glycol (PEG) layer coupled to the phospholipid head groups in their membrane, synthetic cell integration was significantly reduced (Supplementary Fig. 3D).

**Fig. 2:**
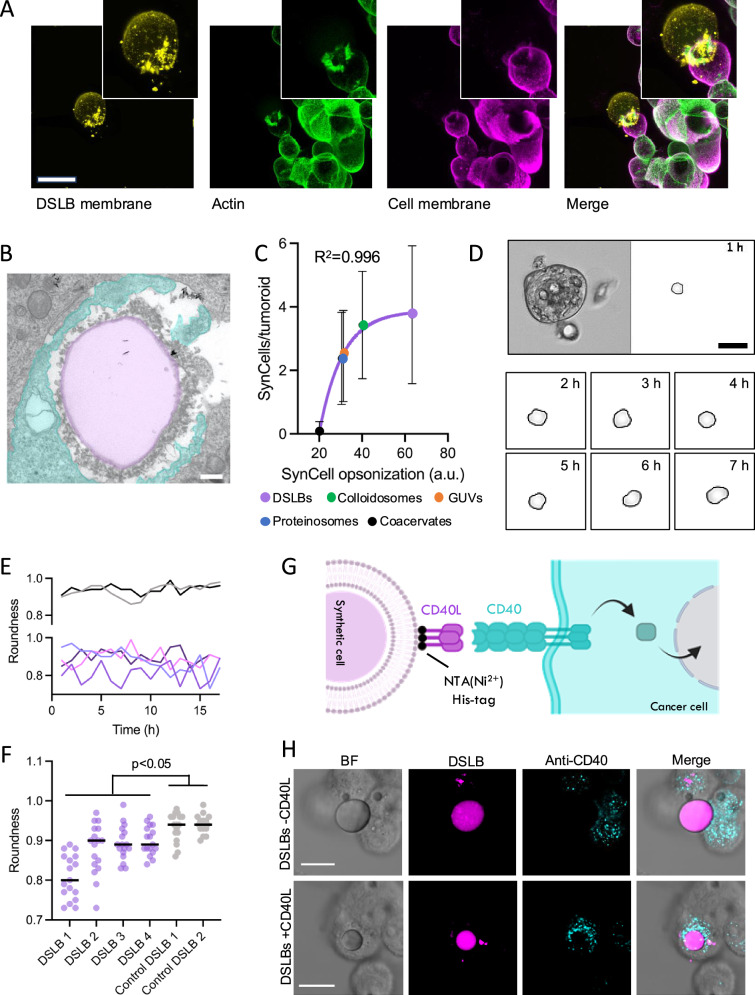
Adhesion-mediated self-assembly of hybrid tumoroids. **A** Representative confocal microscopy maximal z-projection of a DSLB synthetic cell in the process of integrating into a Panc-1 tumoroid. Forming 3D aggregates were fixed 8 hours after co-incubation and stained for membrane (wheat germ agglutinin) and actin (phalloidin) to resolve adhesive interfaces between synthetic and natural cells. The inset shows a magnified area from the synthetic cell contact site. Scale bar is 20 µm. **B** Representative transmission electron microscopy image of a DSLB (magenta) integrated into a Panc-1 tumoroid showing cellular protrusion (cyan) around the synthetic cell. Scale bar is 500 nm. **C** Correlation of synthetic cell serum opsonization with synthetic cell integration into Panc-1 tumoroids. Exponential fit is shown in magenta. Results shown as mean ±SD from at least *n* = 14 tumoroids per condition. **D** Bright field live cell imaging of a Panc-1 tumoroid with integrated DSLBs. An exemplary synthetic cell is segmented to derive deformation and roundness over time. Scale bar 50 µm. **E**,** F** Quantification of the roundness of four synthetic cells from sequences in D over 17 hours of observation (magenta). Two control synthetic cells sitting outside of the tumoroid (gray) shown as a control. *P*-value calculated by one-way ANOVA. Shown as individual data points for each droplet (*n* = 17) and the mean value as a black line. **G** Schematic illustration of the recombinant protein coupling to DSLB-based synthetic cells to induce receptor-ligand interactions with natural cells in tumoroids. **H** Representative confocal microscopy maximal z-projections of DSLBs integrated into Panc-1 tumoroids without biofunctionalization (top panel) or with conjugated recombinant CD40L ectodomains (bottom panel). CD40 receptor localization in Panc-1 cells was detected by anti-CD40 staining after permeabilization. Scale bar is 10 µm. **A**, **B** and **H** show one representative example from one experiment each in which 10 tumoroids were imaged.

Considering that hybrid tumoroid formation depends on an adsorbed adhesive interface, the presence of a sufficiently high interface tension on the synthetic cell surface would be required. GUVs, proteinosomes, DSLBs and colloidosomes have reported interface tension between 3 – 50 mN/m in physiological buffers^18–21^. In contrast, coacervate microdroplets exhibit significantly lower interface tensions (10 – 500 µN/m)^22,23^, consistent with their decreased opsonization and tumoroid integration. Importantly, the interactions between natural and synthetic cells were not merely transient but persisted post-integration. Time-resolved segmentation of individual synthetic cells within tumoroids from live cell imaging data revealed that the elastic DSLBs, which have comparable stiffness to natural cells (~ 1 kPa)^13^, underwent constant deformation within the tumoroids (Fig. 2D–F and Supplementary Movie S2). Importantly, we also found evidence of trogocytosis-like behavior in which the cancer cells internalized small parts of the DSLB fluorescent membrane (Supplementary Fig. 4A). By disintegrating the hybrid tumoroids after culture and quantifying the fluorescent membrane content in the cancer cells via flow cytometry, we observed that at a ratio of 1:10 cancer cells to synthetic cells, every cancer cell integrated some level of membrane fluorescence during the 48 h culture period (Supplementary Fig. 4B). The corresponding broad distribution of contacts indicates that under these conditions hybrid tumoroid assembly is highly dynamic and involves continuous remodeling. In contrast, not every cancer cell showed membrane fluorescence at ratios below 1:3. Taken together, this demonstrates that natural cells maintain the adhesive interface to synthetic cells within the tumoroids and continuously exert forces on them.

We next focused on specific biofunctionalization of the interface. Synthetic cells models can be readily functionalized with recombinant proteins to engage in receptor-ligand signaling with natural cells in *trans*^9^. This can effectively mimic the membrane-membrane interactions of cancer and immune cells in the TIME and adds a biochemical communication axis to the biomechanical interactions in the synthetic-natural cell interplay. To demonstrate this concept, we integrated NTA(Ni^2+^)-modified DSLBs presenting signaling-active recombinant polyhistidine-tagged CD40L ectodomains, a central regulatory protein on CD4^+^ T cell in the TIME^24^, into Panc-1 tumoroids and subsequently assessed CD40-mediated signaling within the cancer cells (Fig. 2G). Immuno-staining showed localization of CD40-enriched granules, similar to those observed between T cells and dendritic cells^25^, at the tumor-synthetic cell interface (Fig. 2H) and quantitative PCR together with western blot analysis revealed increased expression of the anti-apoptotic proteins Bfl-1, a known CD40 downstream target gene expressed in Panc-1 cells^26,27^ (Supplementary Fig. 3E, F). Addition of soluble CD40L to the culture medium did not result in a comparable increase in expression (Supplementary Fig. 3F). We next verified that the protein coupled to the synthetic cell surface is presented to the cancer cells over the complete culture period. For this, we coupled a recombinant human PD-1 ectodomain labeled with AlexFluor488 on the DSLB surface and formed hybrid tumoroids (Supplementary Fig. 5A, B). We found that PD-1 can be detected on the synthetic cell surface after 24 hours in culture and with only minimal reduced fluorescence after 48 hours. This was similar to the results obtained with DSLBs stored for 48 hours in culture media without cells (Supplementary Fig. 5C), indicating that proteins coupled to the DSLB membrane via NTA(Ni^2+^) remain presented to the cancer cells over the culture period. Moreover, we successfully stained the PD-1-presenting DSLBs within the hybrid tumoroids with fluorescent anti-PD-1 antibody, indicating that despite the opsonization coat, conjugated receptor ligands remain accessible for binding (Supplementary Fig. 5C). The results demonstrate that synthetic cells within the hybrid tumoroids form receptor-ligand interfaces with the cancer cells, triggering biomimetic downstream signaling.

Taking these data together, a hybrid tumoroid formation model emerges, where synthetic cells provide an adhesive interface that natural cells use to equilibrate their inter- and extracellular adhesion balance during self-assembly and organization. This is in high similarity to the processes found during cellular self-assembly in vivo, where extra- and intercellular adhesion forces direct tissue organization^28^. As a key principle for synthetic cell engineering, our integration analysis reveals that for stable and biomimetic self-assembly of synthetic cells into 3D hybrids, the biophysical characteristics of synthetic cells, including their interface tension, protein opsonization, and elastic modulus, need to be considered along with the inter- to extracellular adhesion balance exhibited by the natural cells. While specific conjugation of the synthetic cells with adhesive ligands is not required for integration, the hybrid interfaces within the tumoroids can be augmented with specific biomolecular interactions, providing defined molecular input signals and inducing receptor-signaling in the natural cells. Stable and long-term embodiment of these synthetic cells into tumoroids opens the door for bottom-up reconstitution of an artificial TIME (ART-TIME) to systematically probe molecular interactions and specific receptor-ligand signaling axis in the cancer-immune interplay.

### Artificial tumor immune microenvironments to study receptor co-signaling in 3D

Having established that synthetic cells can co-assemble with living cells into hybrid tumoroids, we next aimed to demonstrate a specific application scenario where the synthetic cells can replace other cell types for studies of the tumor microenvironment. The appealing advantage of an ART-TIME, in contrast to conventional approaches to study signaling processes in 3D, is that biomolecular interactions can be probed in a defined and isolated setting of reduced molecular complexity, where interfering cellular processes or molecular interactions are deliberately excluded. Applying this principle, we systematically investigated PD-L1 reverse signaling in combination with other immune receptors (co-signaling), to understand their contribution to immune evasion in pancreatic ductal adenocarcinoma. Previous work has shown that activation of PD-1 on T cells via cancer-cell presented PD-L1 drives T cell suppression while also inducing adaptive PD-L1 reverse signaling into the cancer cells^29^. Several other receptors have been suggested to induce reverse signaling and co-localization with PD-1, such as CD2, CTLA4 or CD27^30–33^. However, the complexity of natural cells has hindered obtaining a functional mechanism and causality for such interactions.

To infer the relevance of co-reverse signaling of PD-L1 with ART-TIME, we first compiled a panel of potential co-signaling ligands with reported immuno-modulatory function presented on tumor-infiltrating lymphocytes (Fig. 3A). Signaling-active ectodomains of these ligands were immobilized by polyhistidine-tag chemistry on the DSLB surface at biomimetic membrane densities (300 molecules/µm^2^) and self-assembled into Panc-1 tumoroids to form ART-TIMEs. The synthetic cell to Panc-1 ratio was adjusted to 1:10 to emulate immune cell infiltration levels found in PDAC^34^. We performed volumetric 3D light sheet microscopy of hybrid tumoroids and compared the volume of the synthetic cell population within them to reported values from histological analysis from PDAC patients (Supplementary Fig. 6). We found that synthetic cells in hybrid tumoroids can represent similar volume fractions as infiltrating immune cells in PDAC tumors. This further highlights the suitability of our hybrid tumoroids to mimic immune cell infiltration. We next derived transcriptional changes in ART-TIME cultures by RNA-sequencing and differential gene expression analysis. 

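RNA was sequenced from 30 cultures of PANC-1, a cell line derived from a human pancreatic ductal adenocarcinoma, with 3 biological replicates in each of 10 groups. Hybrid tumoroids held DSLBs, oil droplets coated with a supported lipid bilayer that serve as synthetic cells, and ART-TIMEs are hybrids whose DSLBs present immune ligands. In 8 of the groups the DSLBs presented PD-1, either alone or together with CD2, CD27, CD40L, CTLA4, ICOS, LAG3 or TIGIT. Tumoroids without DSLBs and hybrids with plain DSLBs, which carry no protein, were the negative controls. The paper's results give a ratio of synthetic cells to PANC-1 cells of 1:10 and a density of 300 molecules/µm², whereas its RNA-seq methods give 1 cell to 3 DSLBs. The methods state 100000 cells per culture and the sample labels 50000 to 100000 cells. From 150 ng of total RNA per culture the authors made directional libraries, read 75 nt from one end, aligned the reads to hg38 with STAR and estimated counts per gene with RSEM. The annotation release, the choice of poly(A) selection or rRNA depletion and the strand setting of the counting are not given in the sources used here. The expected counts summed to between 21.9 and 60.5 M per library, with a median of 40.6 M, while the paper states approximately 40 to 60 M reads. All values here use the summed counts. Per group, the lowest, median and highest sums were 36.9, 54.7 and 55.0 M without DSLBs, 25.8, 36.8 and 37.0 M with plain DSLBs, and 34.4, 41.0 and 54.7 M with PD-1. They were 30.0, 41.5 and 59.7 M for PD-1/CD2, 29.2, 37.7 and 48.4 M for PD-1/CD27, 21.9, 27.0 and 50.8 M for PD-1/CD40L, and 31.1, 40.3 and 55.3 M for PD-1/CTLA4. For PD-1/ICOS they were 28.9, 48.2 and 58.1 M, for PD-1/LAG3 38.9, 50.6 and 60.5 M, and for PD-1/TIGIT 37.6, 40.9 and 42.4 M. Expected counts were rounded to whole numbers and scaled by TMM, and 18424 genes were kept by a filter on low counts. Groups were compared with edgeR's quasi-likelihood test in one model of all libraries, with Benjamini-Hochberg adjustment, and levels are given as CPM, mean ± SD of 3 cultures. Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, and again with the correlation estimated from the data. The biological coefficient of variation was 0.0942, and the median standard error of a log2 fold change between PD-1/CD2 and PD-1 hybrids was 0.115. The number of DEGs depended on the libraries that enter the model, the reference group, the tool and the filter on low counts.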

Differentially expressed genes (DEGs) were derived from pair-wise comparisons between 3D hybrids with PD-1 DSLBs or with DSLBs co-presenting PD-1 with any of the ligands of the panel (Fig. 3B and supplementary data). No significant DEGs, hence no co-signaling, were found when TIGIT or ICOS were co-presented with PD-1, and only a limited number of DEGs was induced by additional presentation of CD40L and LAG3. However, co-presentation of PD-1 with CD27, CTLA4, and specifically CD2, induced a large number of DEGs. 

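With CD40L beside PD-1, 2 noncoding RNAs were higher than with PD-1 alone and none was lower, at an adjusted p under 0.05 from edgeR. MT-RNR1, the small-subunit rRNA of mitochondrial ribosomes, rose from 1067 ± 93.2 to 1998 ± 144 CPM (n = 3 cultures each, log2 fold change 0.91, standard error 0.147, edgeR adjusted p = 0.0185). The share of counts from mitochondrial genes was 5.70% ± 1.13 in PD-1/CD40L and 3.54% ± 0.764 in PD-1 hybrids, where replicate 1 had the lowest share, 2.66%. SCARNA7, a guide RNA of Cajal bodies that directs modification of spliceosomal RNAs, was at 0.918 CPM with PD-1/CD40L and 0.0797 CPM with PD-1, and was chosen after its values were seen. Of 13 mitochondrially encoded mRNAs, none passed the test over all genes and 3 were higher when adjusted over the list alone, with a median log2 fold change of 0.77. Camera gave an adjusted p = 2.89e-08, and adjusted p = 0.526 with an estimated correlation. Of 26 proliferation genes none passed, and 9 were lower when adjusted over the list alone (median −0.17, camera adjusted p = 9.34e-09, and adjusted p = 0.526 with an estimated correlation). Among the 18424 genes kept by the filter, none passed edgeR's test with TIGIT, ICOS or LAG3 beside PD-1. At an unadjusted p under 0.05 there were 681 genes for TIGIT, 1880 for ICOS and 1052 for LAG3. With TIGIT, 20 hypoxia response genes, which include glycolytic enzymes, had a median log2 fold change of −0.21 with no member past the test and 1 lower when adjusted over the list alone (camera adjusted p = 7.50e-11, and adjusted p = 0.262 with an estimated correlation). With ICOS, the 77 cytosolic ribosomal protein genes had a median of −0.20, with no member past the test, also when adjusted over the list alone (camera adjusted p = 1.17e-21, and adjusted p = 0.507 with an estimated correlation). Among 18 immediate early and feedback genes of the MAPK pathway, none passed with LAG3 and 1 was lower when adjusted over the list alone (median −0.09, camera adjusted p = 0.0103, and adjusted p = 0.333 with an estimated correlation). DESeq2 called 1, 12 and 3 genes for TIGIT, ICOS and LAG3 in a model of all libraries and 34, 886 and 5 in models of the 6 libraries compared. On those 6 libraries edgeR called 1, 0 and 0, and limma-voom in a model of all libraries 0 for each. For CD40L, DESeq2 called 104 and 164. Without the filter on low counts, edgeR called 126 genes for TIGIT, 442 for ICOS, 288 for LAG3 and 481 for CD40L, and 199 between the plain DSLB and DSLB-free controls. The call of MT-RNR1 ended without PD-1 replicate 1 (adjusted p = 0.337) and without PD-1 replicate 2 (adjusted p = 0.0764). For CD40L edgeR called 1 gene without PD-1 replicate 1 or 2, 7 without PD-1 replicate 3, 14 without PD-1/CD40L replicate 1 and 4 without PD-1/CD40L replicate 2.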

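Hybrids with PD-1/CD2 DSLBs had 135 genes higher and 92 lower than hybrids with PD-1 alone (n = 3 cultures each, adjusted p under 0.05 from edgeR). With a filter at a mean of 100 counts the numbers were 179 and 49. Lower genes outnumbered higher ones without PD-1/CD2 replicate 1 (199 higher, 342 lower) with protein-coding genes only (39 higher, 57 lower) and without the 4 libraries that stood apart most (117 higher, 140 lower), the last 2 chosen after the data were seen. Of the 135 higher genes, 82 (60.7%) are not annotated as protein coding, compared with 2 of the 92 lower genes and 22.2% of all genes tested. MT-ND6, a subunit of respiratory complex I, rose from 5.80 ± 0.821 to 15.5 ± 4.93 CPM (log2 fold change 1.41, standard error 0.265, edgeR adjusted p = 0.0131). MT-ND6 was at 13.8 ± 1.72 CPM in plain DSLB hybrids and 18.1 ± 6.73 CPM without DSLBs, both above the PD-1 level. It lies on the mitochondrial genome of GRCh38 from 14149 to 14673, on the strand opposite to most mitochondrial genes, and its reads cannot be told apart from theirs where counting ignored the strand. MALAT1, a long noncoding RNA of nuclear speckles on chromosome 11 from 65497640 to 65508073, rose from 1064 ± 55.7 to 1988 ± 502 CPM (log2 fold change 0.90, standard error 0.207, edgeR adjusted p = 0.0317). MIR17HG, the host transcript of an oncogenic microRNA cluster, rose from 0.941 ± 0.233 to 2.17 ± 0.502 CPM. NOS1AP, an adaptor of neuronal nitric oxide synthase on chromosome 1 from 162069691 to 162370475, fell from 4.30 ± 0.257 to 2.45 ± 0.352 CPM (log2 fold change −0.82, standard error 0.165, edgeR adjusted p = 0.0132). TLN1 encodes talin, which couples integrins to actin, and lies on chromosome 9 from 35696948 to 35732195. It fell from 585 ± 31.5 to 427 ± 49.9 CPM (log2 fold change −0.45, standard error 0.0800, edgeR adjusted p = 0.0111). E2F2, a transcription factor of the cell cycle, had a log2 fold change of −0.45, FBXL18, a substrate adaptor of ubiquitin ligases, of −0.63, and CRACD, a regulator of actin capping, of −0.54. Among 22 integrin, cadherin and adhesion genes, TLN1 and JUP (plakoglobin, −0.25) fell and none rose. Adjusted over the list alone, 4 were lower and 1 higher. Their median was −0.12 (camera adjusted p = 0.00381, and adjusted p = 0.574 with an estimated correlation). MCM2, part of the replicative helicase, fell by 0.38 on the log2 scale as the only one of 26 proliferation genes to pass, also when adjusted over the list alone. The list had a median of −0.17 (camera adjusted p = 1.35e-07, and adjusted p = 0.439 with an estimated correlation). Of 12 heat shock response genes the constitutive chaperone HSPA8 fell (−0.34), and 5 were lower when adjusted over the list alone (camera adjusted p = 0.0729). MALAT1 and the splicing factor TRA2A (0.46) rose among 22 nuclear and intron-retaining transcripts, and 9 were higher and 1 lower when adjusted over the list alone. Their median was 0.33 (camera adjusted p = 7.06e-09, and adjusted p = 0.470 with an estimated correlation). Of 13 mitochondrially encoded mRNAs only MT-ND6 passed, also when adjusted over the list alone. The list had a median of 0.49 (camera adjusted p = 0.000137, and adjusted p = 0.574 with an estimated correlation), and the mitochondrial share of counts was 5.08% ± 0.916 with PD-1/CD2. DESeq2 called 574 genes in a model of all libraries and 102 on the 6 libraries compared, where edgeR called 6, and without the filter on low counts edgeR called 828. PD-1/LAG3 replicate 3, DSLB-free replicate 2 and PD-1 replicate 1 stood apart from both other replicates of their group, by a chi-square of their counts 8.72, 5.91 and 4.05 times that between those, and PD-1/CTLA4 replicate 2 by 3.29 times. Without the first 3 edgeR called 125 genes and without all 4 it called 257, both chosen after the data were seen. The ratio does not single out a group whose 3 replicates all differ from each other. The chi-square per gene was 38.4, 38.1 and 29.5 between the PD-1/CD2 replicates. Between PD-1 replicate 1 and the others of its group it was 21.9 and 17.7. Without single libraries there were 5 DEGs (PD-1 replicate 1), 14 (PD-1 replicate 2), 10 (PD-1/CD2 replicate 3) or 541 (PD-1/CD2 replicate 1). Of these, 5, 14, 10 and 193 were among the 227 DEGs of the main test. All of the 226 or 227 genes still tested kept their direction in each of these fits. Direction is a weak check here, because the genes were called on the same libraries.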

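With CD27 beside PD-1, 378 genes were higher and 43 lower than with PD-1 alone (n = 3 cultures each, adjusted p under 0.05 from edgeR). The numbers were 523 and 305 with the gene length trend removed and 502 and 132 with the GC trend removed, the latter chosen after the data were seen. Of the 378 higher genes, 174 (46.0%) are not annotated as protein coding. VEGFA, the vascular endothelial growth factor, rose from 188 ± 32.1 to 266 ± 22.7 CPM (log2 fold change 0.50, standard error 0.122, edgeR adjusted p = 0.0284). TRAF1, an adaptor of TNF receptor signaling and NF-kB target, rose by 0.47 on the log2 scale (standard error 0.108, edgeR adjusted p = 0.0161). HBQ1, a globin gene, had a log2 fold change of −0.82, TRAPPC5, a subunit of a vesicle tethering complex, of −0.45, and EPHB3, an ephrin receptor, of −0.36. PCF11-AS1 (1.44) and SPACA6-AS1 (1.28) are antisense to other genes and remain uncertain without the strand setting of the counting. Of the 22 nuclear and intron-retaining transcripts 5 rose, among them the splicing regulators PNISR (0.84) and DDX39B (0.51). Adjusted over the list alone, 20 were higher and 1 lower. Their median was 0.41 (camera adjusted p = 9.80e-12, and adjusted p = 0.484 with an estimated correlation). MT-ND6 (1.40) and MT-ND4L (0.85), another complex I subunit, rose among the 13 mitochondrial mRNAs, and 6 were higher when adjusted over the list alone. The list had a median of 0.79 (camera adjusted p = 9.27e-08, and adjusted p = 0.484 with an estimated correlation). The mitochondrial share of counts was 5.96% ± 0.343 with PD-1/CD27. Of 77 ribosomal protein genes 1 fell and none rose, and 12 were lower when adjusted over the list alone. Their median was −0.22 (camera adjusted p = 1.04e-17, and adjusted p = 0.484 with an estimated correlation). With CTLA4 beside PD-1, 8 genes rose, none of them annotated as protein coding, and none fell. They were MALAT1 (2489 ± 415 CPM, log2 fold change 1.23, standard error 0.209, edgeR adjusted p = 0.0226), and SNHG3, a host gene of small nucleolar RNAs (log2 fold change 0.69). The others were MIOS-DT (1.04), the antisense gene THUMPD3-AS1 (0.69), the pseudogenes MTCO1P12 (0.69) and SNRPEP2, SCARNA7 (0.891 CPM) and ENSG00000280156. SNRPEP2, SCARNA7 and ENSG00000280156 lie outside the rule for named genes and were chosen after their values were seen, and the pseudogenes may share reads with their parent genes. The mitochondrial share of counts was 4.97% ± 1.04 with PD-1/CTLA4. PD-1/CD2 and PD-1/CD27 shared 106 higher and 20 lower DEGs, where independent lists would share 2.77 and 0.215. In 20 simulations of unchanged groups against shared controls at most 1 gene was called in either group and none was shared. Lists of the same sizes, taken there by smallest p in each direction, shared a mean of 40.1 higher (at most 47) and 5.80 lower genes (at most 9). Their log2 fold changes correlated over all genes, which are not independent replicates, at r = 0.611 with a covariance of 0.126, compared with 0.498 and 0.0726 in the simulations. The 3 shared controls could not be split with at least 2 per part, so part of the excess may come from them. The simulations were not shown to hold a deviation of a whole control library, such as PD-1 replicate 1. They may therefore understate the sharing that controls alone can give. Leaving out single libraries gave 25 (PD-1 replicate 1), 152 (PD-1 replicate 2), 71 (PD-1/CD27 replicate 1) or 83 (PD-1/CD27 replicate 3) DEGs for CD27. For CTLA4 it gave 1 (PD-1 replicate 1 or PD-1/CTLA4 replicate 1), 2 (PD-1 replicate 2), 5 (PD-1/CTLA4 replicate 3) or 75 (PD-1/CTLA4 replicate 2). Without the first 3 of the libraries that stood apart there were 46 DEGs for CD27 and 4 for CTLA4, and without PD-1/CTLA4 replicate 2 as well 55 for CD27 and 1198 for CTLA4 (410 higher, 788 lower), both settings chosen after the data were seen. DESeq2 called 788 genes for CD27 and 78 for CTLA4 in a model of all libraries, and 1397 and 124 on the 6 libraries compared, where edgeR called 1037 for CD27. Without the filter edgeR called 1290 and 699. The paper states that TIGIT and ICOS yielded no DEGs and hence no co-signaling, and that CD27, CTLA4 and CD2 gave many. Its text goes from these DEGs to pathway and network analysis. Its methods name DEG lists of hybrids against their negative controls for the pathways. Reports that joint activation of PD-L1 and CD58 could be central to immune evasion led it to focus on PD-1/CD2.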

From these, pathway enrichment analysis revealed that specifically components of the p53 and AhR receptor signaling pathways were differentially regulated by co-signaling (Fig. 3C**and Supplementary data**).

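In PD-1/CD2 hybrids, of 11 components of the AhR pathway, only ARNT2, a partner of the aryl hydrocarbon receptor and of other sensors of its family, differed from PD-1 hybrids. ARNT2 (ENSG00000172379.17) lies on chromosome 15 of GRCh38 from 80404350 to 80597933 and fell from 13.5 ± 0.600 to 9.61 ± 0.671 CPM (n = 3 cultures each, log2 fold change −0.49, standard error 0.0889, edgeR adjusted p = 0.0112). AHR, the ligand-activated receptor itself, on chromosome 7 from 16916359 to 17346152, was at 63.4 ± 8.28 CPM with PD-1/CD2 and 75.6 ± 1.41 CPM with PD-1 (log2 fold change −0.25, standard error 0.0884, edgeR adjusted p = 0.154). Adjusted over the list alone, 4 of the 11 components were lower and none higher, which is not independent evidence, since AHR, ARNT and ARNT2 were taken from the paper's own DEGs in these samples. The list had a median of −0.14 (camera adjusted p = 0.00284, and adjusted p = 0.278 with an estimated correlation). The call of ARNT2 ended without PD-1 replicate 1 (adjusted p = 0.0743), without PD-1/CD2 replicate 3 (adjusted p = 0.0586) and with edgeR on the 6 libraries compared (adjusted p = 0.127). AHR passed without PD-1/CD2 replicate 1 (adjusted p = 0.0351). It also passed with the GC trend removed, an alternative chosen after the data were seen (adjusted p = 0.0134). For the other ligands beside PD-1, the log2 fold change of AHR against PD-1 was −0.36 (CTLA4), −0.31 (CD40L) and −0.24 (CD27). It was −0.13 for LAG3, −0.02 for ICOS and 0.01 for TIGIT, and AHR passed edgeR's main test with none of these ligands.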

**Fig. 3:**
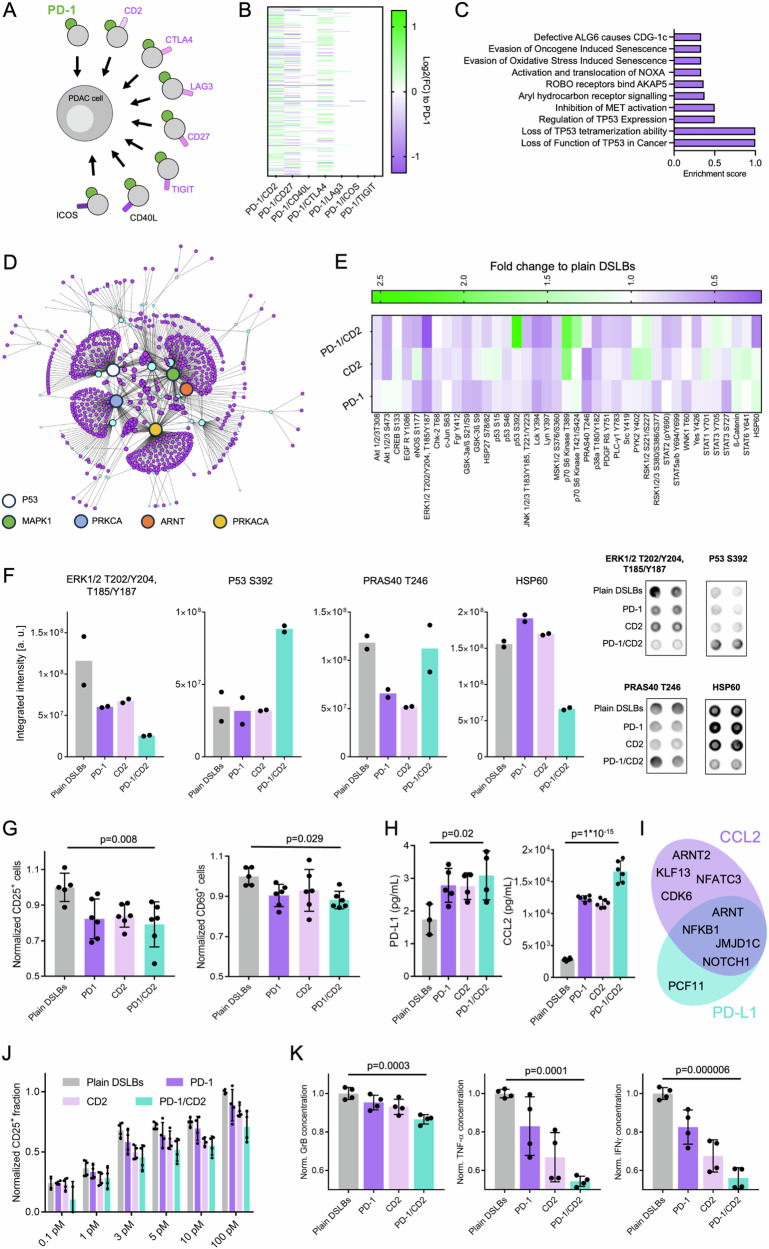
Artificial tumor immune microenvironments. **A** Schematic representation of the ART-TIME screening approach and the panel of immune ligands tested. **B** Differential gene expression analysis of Panc-1 tumoroids with integrated ART-TIMEs presenting varying combinations of immune ligands. DEGs compared to ART-TIMEs with only PD-1 are shown to derive transcriptional changes based on receptor co-signaling. **C** Pathway enrichment analysis from PD-1/CD2 DEGs in C. Pathways with the ten highest enrichment scores are shown. **D** Gene network analysis from PD-1/CD2 DEGs. 5 nodes with the highest degrees are highlighted. **E** Heat map of protein phosphorylation analysis from Panc-1 tumoroids with ART-TIMEs of PD-1, CD2 and PD-1/CD2. Phosphorylation levels are shown as compared to hybrid tumoroids with plain DSLBs. **F** Four exemplary protein phosphorylation levels from E, showing synergistic, paradox or de novo effect with PD-1/CD2 co-presentation. Results shown as mean from two antibody spots pooled from forty technical replicates. **G** Flow cytometry quantification of the fraction of CD25 and CD69 expressing primary human CD8 T cells incubated with pre-conditioned medium of Panc-1 tumoroids with varying ART-TIME compositions. Results are shown from *n *= 3 donors as mean ± SD from two replicates each. **H** Enzyme-linked immunosorbent assay-based quantification of soluble PD-L1 and CCL2 secreted from Panc-1 tumoroids with ART-TIMEs of varying composition after 48 hours of incubation. Results shown as mean ± SD from 2 biological replicates measured in technical triplicates. **I** Ven diagram of PD-L1 and CCL2 transcription factors identified as DEGs in PD-1/CD2 ART-TIME tumoroids. **J** Flow cytometry quantification of the fraction of CD25-expressing primary human CD8^+^ T cells incubated with ART-TIME containing Panc-1 3D cultures for 12 h in the presence of increasing bispecific T cell engager concentrations. Results are shown from *n* = 2 donors as mean ± SD from two replicates each. **K** Enzyme-linked immunosorbent assay-based quantification of three effector cytokines secreted from primary human CD8^+^ T cells incubated with Panc-1 tumoroids with ART-TIMEs of varying composition after 12 h of incubation with 5 pM bispecific T cell engager concentration. Results shown as mean ± SD from 2 biological replicates measured in duplicates. *p*-values are indicated from one-way ANOVA statistical testing.

Based on the reported indication that co-activation of PD-L1 and CD58 could be central for cancer immune evasion^33,35^, we further focused on their respective receptors, PD-1/CD2, and derived gene regulatory networks for these ART-TIMEs (Fig. 3D and supplementary data). 

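Of the genes PRKCA, PRKACA and ARNT, PRKACA passed the test between PD-1/CD2 and PD-1 hybrids, and all 3 had lower mean levels with PD-1/CD2 (n = 3 cultures per group). PRKACA, a catalytic subunit of protein kinase A (ENSG00000072062.12, chromosome 19 of GRCh38 from 14091688 to 14118084), fell from 48.4 ± 1.65 to 39.5 ± 3.37 CPM (log2 fold change −0.29, standard error 0.0728, edgeR adjusted p = 0.0418). PRKCA, the alpha isoform of protein kinase C on chromosome 17 from 66302613 to 66810743, was at 61.4 ± 8.87 CPM with PD-1/CD2 and 78.1 ± 3.19 CPM with PD-1 (log2 fold change −0.35, standard error 0.0933, edgeR adjusted p = 0.0579). ARNT, the partner with which AHR binds DNA, lies on chromosome 1 from 150809713 to 150876708 (ENSG00000143437.19) and was at 49.9 ± 5.40 and 57.2 ± 2.81 CPM (log2 fold change −0.20, standard error 0.0741, edgeR adjusted p = 0.181). The call of PRKACA ended with the GC trend removed (adjusted p = 0.114, chosen after the data were seen), DESeq2 on the 6 libraries compared (0.152), edgeR on them (0.332), a filter at a mean of 100 counts (0.0574), protein-coding genes only (0.0539, also chosen after the data were seen) and plain DSLB hybrids as the reference (0.0796). It also ended without PD-1 replicate 1 (adjusted p = 0.128), 2 (0.180) or 3 (0.0816) or PD-1/CD2 replicate 2 (0.127) or 3 (0.227). Of 23 settings counted, PRKACA passed in 11, so the settings named here are not all of those in which its call ended. PRKCA passed with DESeq2 on all libraries (adjusted p = 0.0192), and with edgeR without a filter on low counts (0.00347), with the gene length trend removed (0.0187), with the GC trend removed (0.0493) and with 4 libraries left out (0.0383), the last 2 chosen after the data were seen. Without PD-1/CD2 replicate 1 PRKCA (adjusted p = 0.00903) and ARNT (adjusted p = 0.0336) passed in edgeR.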

Five central signaling pathways were represented in the networks with degrees > 10, Mitogen-activated protein kinase 1 (MAPK1), protein kinase C alpha (PRKCA), protein kinase A (PRKACA), p53 and aryl hydrocarbon nuclear translocator (ARNT), suggesting larger-scale adaptations of the cancer cells by co-signaling. We experimentally verified differential activation of the identified signaling kinases and transcription factors in the networks, by targeted phospho-kinase profiling (Fig. 3E). Differential phosphorylation was observed for several proteins, covering the five central signaling axis represented in the previous gene network analysis. Importantly, differential effects with additive (e.g., ERK1/2 T202/Y204, T185/Y187), synergistic (e.g., p53 S392 and HSP60) or paradox (e.g., PRAS40 T246) phosphorylation were observed between PD1, CD2 and PD1/CD2 ART-TIMEs (Fig. 3F), highlighting the complex intracellular interplay induced by co-reverse signaling. Of note, some of these emergent effects, e.g., the inverse interplay between p53 and HSP60 phosphorylation, have been characterized before^36,37^, suggesting that one co-signaling axis between PD1 and CD2 involves downregulation of HSP60, triggering increased mitochondrial import of pS392 phosphorylated p53. Taken together, this suggests a functional mechanism where PD1 and CD2 together induce reverse signaling along four major axis and demonstrates how synthetic cells can be applied as bionics in tumoroids to emulate cancer immune interactions.

To resolve if PD-1/CD2-induced reverse signaling has relevant functional effects on the immuno-suppressive phenotype of PDAC tumoroids cultured with ART-TIMEs, we assessed the potential of these hybrid tumoroids to suppress T cell stimulation. We found that activation of primary human T cells was minorly but significantly reduced when they were cultured with preconditioned media from PD-1/CD2 ART-TIME tumoroids (Fig. 3G). This indicates that PD1/CD2 co-signaling promotes secretion of soluble immune suppressive factors from PDAC cells. In the preconditioned media, we identified elevated levels of CC-chemokine ligand 2 (CCL2) and the soluble ligand of PD-1 itself, PD-L1 (Fig. 3H). Importantly, addition of the soluble CD2 and PD-1 did not induce similar effects (Supplementary Fig. 7). Both PD-L1 and CCL2 have been reported to mediate immune suppression in the TIME^38,39^. We linked the increased levels of these suppressors to our DEG analysis above, where several of their transcription factors showed increased expression, including ARNT (Fig. 3I), which constituted a central node in our gene regulatory network. 

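The 9 transcription factors and regulators of PD-L1 and CCL2 drawn in Fig. 3I were measured in PD-1/CD2 and PD-1 hybrids (n = 3 cultures each), and 1 of them, ARNT2, passed the test, with a lower level in PD-1/CD2 hybrids. Of the other 8, PCF11, a cleavage factor of pre-mRNA, had a positive log2 fold change (0.18, edgeR adjusted p = 0.360) and 7 had negative ones. NOTCH1, a receptor that acts as a transcriptional activator after cleavage, lies on chromosome 9 of GRCh38 from 136494433 to 136546048 and had a log2 fold change of −0.33 (standard error 0.0988, edgeR adjusted p = 0.0917). KLF13, a zinc-finger factor on chromosome 15 from 31326835 to 31435665, had −0.27 (edgeR adjusted p = 0.111). CDK6, a kinase of the G1 phase that also acts with transcription factors, had −0.29 on chromosome 7 from 92604921 to 92836573 (edgeR adjusted p = 0.173). NFATC3, a calcium-regulated factor of lymphocytes, had −0.16 (adjusted p = 0.253), NFKB1, a precursor of an NF-kB subunit, −0.13 (adjusted p = 0.257), and JMJD1C, a demethylase-like protein, −0.06 (adjusted p = 0.893), all from edgeR. Adjusted over the list alone, 7 were lower and none higher, which is not independent evidence because the paper drew the list from its DEGs in these samples. The list had a median of −0.20 (camera adjusted p = 0.000183, and adjusted p = 0.439 with an estimated correlation). Against plain DSLB hybrids 6 of the 9 were lower in PD-1/CD2 hybrids and none was higher, with CDK6 at −0.99, NOTCH1 at −0.83 and ARNT2 at −0.78 (camera adjusted p = 0.000341, and adjusted p = 0.135 with an estimated correlation). In PD-1 against plain DSLB hybrids 3 were lower and 1 higher. Without PD-1/CD2 replicate 1, NOTCH1 (adjusted p = 0.0449) and KLF13 (adjusted p = 0.0218) passed against PD-1 as well. NOTCH1 also did so without a filter on low counts (adjusted p = 0.0121), with DESeq2 on all libraries (adjusted p = 0.0458) and with 4 libraries left out (adjusted p = 0.0290), and CDK6 with the GC trend removed (adjusted p = 0.0289), these last 2 settings chosen after the data were seen. The paper links the raised CCL2 and PD-L1 in the medium to these factors, several of which, including ARNT, it states to be increased.

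**Figure D1:**
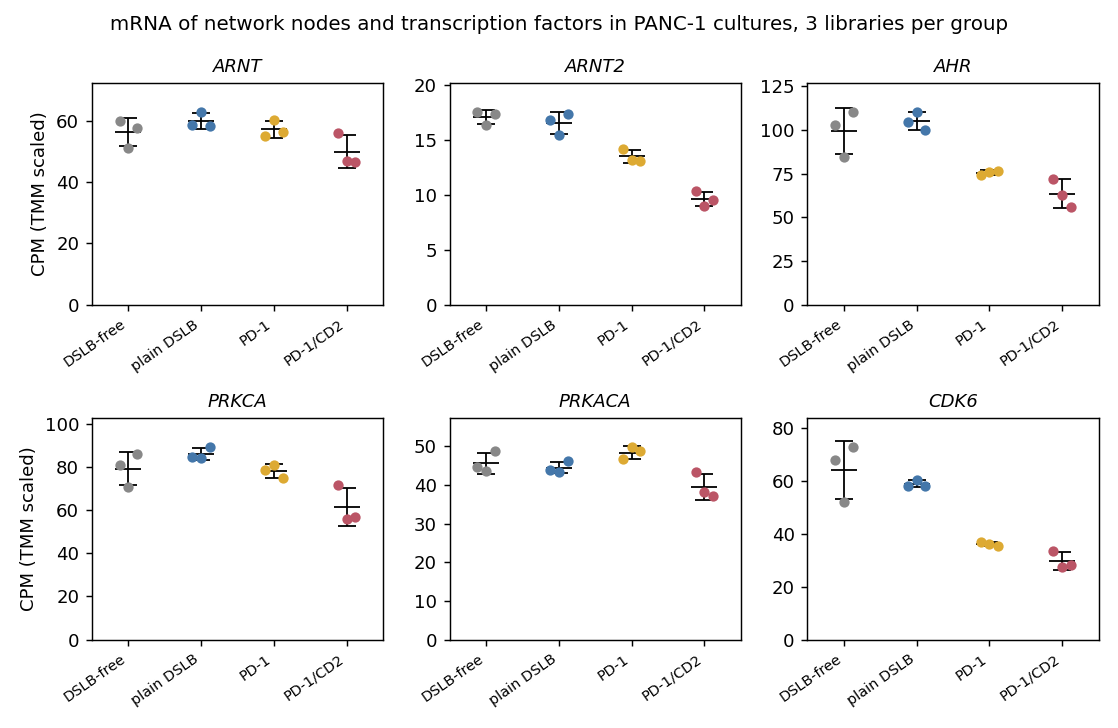
CPM (TMM scaled, vertical axes from 0) of 6 genes in DSLB-free tumoroids and in hybrids with plain, PD-1 and PD-1/CD2 DSLBs. Each point is 1 of 3 libraries, with the mean and SD in black, and ARNT2 is at 9.61 ± 0.671 CPM with PD-1/CD2 and 13.5 ± 0.600 CPM with PD-1.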

Importantly, cross-signaling between AhR-ARNT with p53^40^ and with protein kinase C^41^ has been described previously, which links this cross-signaling to our differential phosphorylation analysis in the tumoroids with PD-1/CD2 ART-TIMEs (see Fig. 3F). 

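In PD-1/CD2 hybrids compared with plain DSLB hybrids (n = 3 cultures each), 6 of 11 AhR pathway components were lower and none was higher, also when adjusted over the list alone. The list holds DEGs of the paper in these samples and is not independent evidence. AHR fell from 105 ± 5.13 to 63.4 ± 8.28 CPM (log2 fold change −0.73, standard error 0.0886, edgeR adjusted p = 6.64e-07) and its partner ARNT from 60.0 ± 2.58 to 49.9 ± 5.40 CPM (log2 fold change −0.27, standard error 0.0743, edgeR adjusted p = 0.00758). With PD-1 alone AHR also fell against plain DSLB hybrids (log2 fold change −0.48, standard error 0.0881, edgeR adjusted p = 0.000259), as 1 of 3 lower components, and its mean was 59.0 to 75.9 CPM in the 8 groups with protein. Of all 18424 genes, 5450 passed between PD-1/CD2 and plain DSLB hybrids. The list had a median of −0.22 (camera adjusted p = 0.00882, and adjusted p = 0.0905 with an estimated correlation). Of 10 measured AhR target genes, CYP1B1, a monooxygenase induced by the receptor, fell by 0.64 on the log2 scale to 137 ± 6.87 CPM, ALDH3A1, an aldehyde dehydrogenase, fell to 0.0610 from 0.696 CPM, and the drug efflux pump ABCG2 rose by 0.31. The 10 genes had a median of −0.06 and a mean of −0.40 (camera adjusted p = 0.187), and none passed between PD-1/CD2 and PD-1 hybrids, also when adjusted over the list alone (camera adjusted p = 0.488). Of 15 secreted immune suppressive factors, 4 rose and 1 fell against plain DSLB hybrids, also when adjusted over the list alone (median 0.19, camera adjusted p = 0.127). VEGFA rose to 236 ± 11.5 from 138 ± 15.7 CPM, LGALS1, which encodes a galectin that can induce T cell death, rose to 478 ± 69.8 from 336 ± 14.6 CPM, and the cytokine MIF rose by 0.40. The arginase ARG2, which passed as well, was at 0.608 and 0.235 CPM. NT5E, the adenosine-producing ectoenzyme CD73, fell by 0.27. None of these 15 passed between PD-1/CD2 and PD-1 hybrids, also when adjusted over the list alone, where the median was −0.02 and the mean 0.02 (camera adjusted p = 0.942). Among 14 immune ligands and checkpoints of tumor cells, 7 rose and 4 fell against plain DSLB hybrids, also when adjusted over the list alone. The median was 0.23, the mean −0.04 and the camera adjusted p = 0.417. TNFRSF14, a ligand of BTLA, rose by 0.68 and CEACAM1, an inhibitory adhesion molecule, fell by 0.54. None of the 14 passed between PD-1/CD2 and PD-1 hybrids, also when adjusted over the list alone (median 0.01, mean 0.02, list test pointing down with camera adjusted p = 0.942).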

Taken together, a signaling mechanism emerges where CD2 induces co-reverse signaling with PD-1 via p53 and protein kinases, which results in altered transcription involving AhR-ARNT to promote an immune suppressive PDAC phenotype.

To assess the relevance of this phenotypic adaptation in an immunotherapeutic context, we next incubated primary cytotoxic T cells with the PD-1/CD2 ART-TIME tumoroids in the presence of CD3/Her2-directed bispecific T cell engager antibody. T cell engager antibodies linking CD3 on T cells with tumor antigens of the human epidermal growth factor receptor family have demonstrated broad efficacy in clinical trials for PDAC^42^. This T cell engager-mediated recognition and killing of PDAC cells by T cells can be reproduced in in vitro cultures^13^. We observed dose-dependent killing in a 0.1-100 pM range of bispecific engagers but did not resolve any significant differences in their efficacy when comparing hybrid tumoroids containing plain DSLBs and PD-1/CD2 ART-TIMEs, even at varying T cell to cancer cell ratios (Supplementary Fig. 8A, B). However, when isolating the T cells from these experiments after incubation with the tumoroids and quantifying the expression of T cell activation markers CD25 and CD69, we observed significant differences, with lower activation marker expression of the T cells in PD-1/CD2 ART-TIMEs (Fig. 3J and Supplementary Fig. 8C). Moreover, when quantifying the levels of pro-inflammatory and effector cytokines secreted from the T cells, we found significantly lower secretion in PD-1/CD2 ART-TIMEs (Fig. 3K). Taken together, this demonstrates that presentation of PD-1/CD2 induces adaptive downstream signaling in PDAC tumoroids, leading to a more immunosuppressive phenotype that suppresses T cell activation in bispecific T cell engager-mediated killing.

Finally, to support the finding that PD-1/CD2 co-signaling could impact on PDAC immune interactions in vivo, we verified the relevance of this co-signaling axis for clinical outcomes of PDAC patients. We found significant co-expression of the receptors (CD2/PD-1) and ligands (CD58/PD-L1) in cancerous and non-transformed tissue samples from transcriptomic data from a cohort of 176 patients tumor samples and 252 normal samples (Supplementary Fig. 9A). By dividing the patient cohort in CD58/PD-L1^high^ and CD58/PD-L1^low^ populations, we found that co-expression of the PD-1/CD2 ligands is indeed correlated to overall survival (Supplementary Fig. 9B). This supports the notion that PD-1/CD2 co-signaling has clinically relevant effects on the interplay between PDAC and the host immune system.

In conclusion, our study provides compelling evidence that synthetic cell models can be stably integrated into 3D cultures through adhesion processes during cellular self-assembly. This integration enables systematic screening of microenvironmental factors within tumoroids. Our initial screening, which evaluated seven receptor ligands for co-signaling, demonstrates the feasibility of this approach. Future studies could upscale this screening to assemble more complex TIMEs in a step-by-step approach towards reconstituting more complete replicas of tumor-infiltrating leukocytes within the tumoroids.

The minimalistic ART-TIME model developed in this work shows a significant impact on cancer cell phenotypes, as evidenced by the suppression observed in our supernatant assays. We elucidate the functional mechanism of PD-1/CD2 co-signaling, which induces protein kinase- and p53-mediated downstream signaling, leading to the secretion of soluble suppressive factors regulated by transcription factors such as ARNT. This highlights the plasticity of the TIME and how cancer cells sense and respond in a contact-dependent manner to the presence of cellular TIME components. Our approach holds potential for high-throughput, ex vivo drug screening, allowing for the step-by-step assembly and assessment of individual signaling axes within a biomimetic, biophysically adjusted context that not only mirrors the surface receptor density of cells in the TIME but also their stiffness and membrane mobility. While the in vivo TIME is composed of heterogeneous cell types, with varying surface receptor expression that is currently not replicated in full detail in ART-TIMEs, they provide a valid framework to evaluate the contributions of specific signaling pathways. By this, signaling analyses, which could not be performed in 3D tumoroids otherwise, can isolate interactions and systematically probe the effects of co-signaling.

Furthermore, our study underscores the advancement of synthetic cell engineering, showcasing several synthetic cell models that can functionally merge with living matter. We identify adhesion as a central factor in coupling synthetic cells with the self-assembly properties of living cells. Although biochemical signaling is crucial for integration, the mechanical properties of the synthetic cells also play an important role as we observed significant deformation of the DSLBs once integrated into the tumoroids. Our synthetic cell screening serves as a blueprint to guide further optimization and functional integration of synthetic and living cells. The fact that we observed stable incorporation of the synthetic cells within tumoroids for several days is indicative for a true integration where the synthetic cells are accepted into the multicellular collective and unify into a coherent tissue architecture. Overall, our study marks a significant step towards the functional integration of living and non-living matter, advancing the field of synthetic cell engineering and its application in biomedicine.

## Methods

### Confocal microscopy

Confocal microscopy was conducted using an LSM 880 laser scanning microscope (Carl Zeiss AG). Images were captured using a 63 × immersion oil objective (Plan-Apochromat 63x/1.4 oil DIC M27, Carl Zeiss AG, Germany). The images were analyzed using ImageJ software. For imaging, samples were transferred to 8-well Nunc LabTeK glass-bottom chamber slides filled with 200 µL PBS.

### DSLB assembly

DsLBs were assembled following a strategy similar to our previous protocol^13^. Briefly, 100 mg of PDMS (Sylgard 184, Dow Corning USA) were mixed with 750 µL PBS supplemented with 1 mM SDS and crudely emulsified by resuspension. The solution was then incubated in a sonication bath at room temperature for 2 min to produce a dispersed o/w emulsion. Thereafter, MgCl2 (Sigma Aldrich, Germany) at a final concentration of 40 mM was co-added with 200 µL of a 6 mM (final lipid concentration) SUV solution to generate DSLBs. The SUVs, composed of 74 mol% EggPC, 20 mol% EggPG, 5 mol% PE-DGS-NTA(Ni^2+^) and 1 mol% LissRhodamine B-PE or Atto488-PE (all Avanti Polar Lipids, USA), were produced by extrusion. For experiments involving PEGylated DSLBs, PEG750 head group-modified 16:0 PE lipids were added to a final concentration of 10 mol% to the SUV mixture. The DSLB solution was incubated at room temperature, protected from light, for 2 min and subsequently pelleted by centrifugation at 8600 × *g* for 30 sec. To wash the DSLBs, the supernatant was discarded, and the pellet was resuspended in 1 mL PBS, followed by a centrifugation step with the same parameters specified above. This procedure was then repeated a second time. Subsequently, the DSLB solution was resuspended in 1 ml PBS, transferred to a clean vessel and stored light-protected at 4 °C until further use.

### Assembly of other synthetic cell models

For synthetic cell assembly, previously established protocols were adopted. Colloidosomes were formed from inorganic silica nanoparticles following the protocol described by Li et al.^12^. Proteinosomes were assembled from poly(*N*-isopropylacrylamide)-modified BSA nanoconjugates as described by Huang et al.^11^. For GUV assembly, a bulk emulsification approach and phase transfer method was applied as described by Staufer et al.^14^. Coacervates were formed from poly(diallyldimethylammonium chloride)/ adenosine triphosphate mixtures as described by Moreau et al.^43^.

### Recombinant protein coupling protocol

For the decoration of DSLBs with proteins, the total amount of accessible membrane in a DSLB production batch was calculated. This was achieved via calibration against an SUV dilution series prepared in a 96 well plate with defined concentrations. The fluorescent intensity, originating from either the Rhodamine B or Atto 488 incorporated in the DSLB membrane, was measured with a TECAN Spark (Tecan Group, Switzerland) plate reader. The device was controlled with the TECAN SparkControl software, excitation/emission were adjusted to 537/582 nm for Rhodamine B and 495/595 nm for Atto 488, respectively. The total lipid concentration of a DSLB solution was quantified by measuring its fluorescence intensity in conjunction with an SUV dilution series, the latter being used to plot a calibration curve. The amount of total accessible DGS-NTA(Ni2 + ) was derived from the final lipid concentration. The recombinant proteins PD-1, CD2, CD27, CD40 Ligand, CTLA-4, LAG3, ICOS and TIGIT (all Sino Biological, China) were added to aliquots of a DSLB production batch at a molar ratio of 2:1 (protein to DGS-NTA(Ni2 + )) either alone or as a blend of PD-1 and one additional protein to achieve a final protein density of 300 molecules/µm^2^ (see Burgstaller *et al*. for calibration procedure^13^). Both proteins in the latter case featured a molar ratio of 2:1 and were premixed. The DSLB-protein solution was incubated for 60 min at 4 °C while protected from light and subsequently washed once by centrifugation and resuspension in PBS. The final DSLB lipid concentration was calculated via plate reader quantification as described above.

### Recombinant proteins, sources and accession numbers

**Table:** 

rec. proteins	source	catalog nr.	NCBI ref. sequence
rec. hu. PD-1 (ECD, His Tag)	Sino Biological	10377-H08H	NP_005009.2
rec. hu. CD2 (ECD, His Tag)	Sino Biological	10982-H08H	NP_001758.2
rec. hu. CD27 (His Tag)	Sino Biological	10039-H08B1	NP_001233.2
rec. hu. CD40 Ligand (His Tag)	Sino Biological	10239-H08E	NP_000065.1
rec. hu. CTLA-4 (His Tag)	Sino Biological	11159-H08H	NP_005205.2
rec. hu. LAG-3 (ECD, His Tag)	Sino Biological	16498-H08H	NP_002277.4
rec. hu. ICOS (His & hFc Tag)	Sino Biological	10344-H03H	NP_036224.1
rec. hu. TIGIT (ECD, His Tag)	Sino Biological	10917-H08H-B	NP_776160.2

### Cell culture of Panc-1 culture, MCF-7 culture, Capan-1, Capan-2, BT-474

Cultivation of all cell lines was carried out in flasks treated for cell culture at 37 °C, 5% CO2 and 100% humidity. The cell lines were grown in RPMI 1640 w/ L-Glutamine (VWR, Germany) medium supplemented with 1% penicillin/streptomycin (Gibco, Germany) and either 10% fetal bovine serum (Gibco, Germany) for Panc-1, MCF-7 and BT-474 or 20% fetal bovine serum for Capan-1 and Capan-2. Cells were split twice a week once they had reached a confluence of 80 to 90 %, at a ratio of 1:4 to 1:6. For approximation of normalized adhesion protein expression levels in different cell lines, transcripts per million data was accessed from the Human Protein Atlas under the given protein names. Cell lines were obtained from ATCC (catalog numbers HTB-22, HTB-20, CRL-1469, HTB-79, HTB-80), where cell line identification documentation was provided, and regular mycoplasma analysis was performed in regular intervals.

### Hybrid assembly protocol

Cell lines (Panc-1 if not indicated otherwise) with a confluence of 80-90% were washed twice with PBS and detached from their respective flasks using Trypsin 0,25% - EDTA in HBSS (VWR, Germany). The cell suspension was washed with medium, pelleted and resuspended in RPMI 1640 w/ L-Glutamine medium supplemented with 1% penicillin/streptomycin and 1% fetal bovine serum. The cell concentration was determined via Neubauer improved counting chamber (Marienfeld, Germany) and adjusted to 1*10^6 /mL. To generate hybrid tumoroids, 50,000 to 100,000 cells were mixed with untreated or protein-labeled DSLBs (utilizing a natural cell to DSLB ratio of 1 to 10 if not indicated otherwise) in untreated Nunc 96-Well Flat Bottom plates (Thermo Fisher Scientific, USA). Each well was adjusted to a final volume of 200 µL using the tumoroid culture medium described above. The tumoroids were left to mature for 48 h at 37 °C, 5% CO2 and 100% humidity.

### Counting of SynCell/tumoroid

For analysis of synthetic cell integration efficacy into the various tumoroids, hybrids were formed as described above and culture for 48 h. Hybrid cultures were subsequently washed by centrifugation with PBS and fixed for 15 min with 2% paraformaldehyde. Hybrid cultures were then image by bright field and fluorescence microscopy, recording the fluorescence signal from the various synthetic cell models. For GUVs and DSLBs, fluorophore-coupled lipids were integrated into the membrane, for proteinosomes and colloidosomes, 1% of AlexaFluor647-coupled BSA was added to the synthetic cells and for coacervates, 1% FITC sodium salt was dissolved into the PDDA phase. Single synthetic cells where then manually counted for each 3D culture.

### SDS-PAGE

To quantify the serum protein opsonization of the different synthetic cell models, each synthetic cell type was incubated with fully supplemented cell culture medium for 2 h at 37 °C at a final synthetic cell concentration of 500,000 cells/ mL. Subsequently, the synthetic cells were washed by gentle centrifugation or gravity sedimentation twice with PBS. The total protein concentration in the final samples was measured by bicinchoninic acid assays and run on a NuPAGE bold bis-tris 4 to 12% gradient gel with MES running buffer for a gel electrophoretic analysis. Electrophoresis was performed at 200 V for 35 min under denaturing conditions with a total of 3 μg loaded onto separate lanes. Protein staining was performed with Coomassie R250.

### Expression analysis of Bfl-1

To measure the expression levels of Bfl-1 in hybrid 3D cultures, the 3D cultures were collected after 49 hours of incubation. Total RNA was isolated using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. A DNase digestion step (RNase-Free DNase Set, Qiagen) was included to eliminate any residual genomic DNA. The quality and concentration of the isolated RNA were assessed using a NanoDrop spectrophotometer (Thermo Fisher Scientific). cDNA was synthesized from 1 µg of total RNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) according to the manufacturer’s instructions. The reaction mixture consisted of random primers, dNTP mix, MultiScribe Reverse Transcriptase, RNase inhibitor, and buffer. Reverse transcription was carried out in a thermal cycler at 25 °C for 10 min, 37 °C for 120 min, and 85 °C for 5 min. The synthesized cDNA was stored at − 20 °C until further use. The expression of Bfl-1 mRNA was quantified using SYBR Green-based qPCR. Reactions were prepared using PowerUp SYBR Green Master Mix (Applied Biosystems) in a final volume of 20 µL, containing 10 ng of cDNA, 0.5 µM of forward primer (5’-ACTGGAAGTGCGAGATGGAG-3’), 0.5 µM of reverse primer (5’-AGGGTGGTTGAGGTGACAGT-3’), and nuclease-free water. qPCR was performed in a QuantStudio 5 Real-Time PCR System (Applied Biosystems) under the following thermal cycling conditions: 95 °C for 2 min (initial denaturation), followed by 40 cycles of 95 °C for 15 s (denaturation) and 60 °C for 1 min (annealing/extension). A melt curve analysis was conducted to verify the specificity of the amplification. The relative expression levels of Bfl-1 mRNA were normalized to the expression of a housekeeping gene, GAPDH, using the ΔΔCt method. Each sample was run in triplicate, and negative controls without template (NTC) were included to confirm the absence of contamination. Data were analyzed using QuantStudio Design & Analysis Software (Applied Biosystems), and fold changes in gene expression were calculated relative to the controls.

### RNAseq, DEG analysis

For every condition, hybrid tumoroids were generated in triplicate using 100.000 cells mixed with DSLBs at a ratio of 1 to 3 cells to DSLBs. DSLBs were coupled with either PD-1 alone or PD-1 and a second protein (CD2, CD27, CD40 Ligand, CTLA-4, LAG3, ICOS or TIGIT). DSLB-free tumoroids and hybrid tumoroids generated with uncoupled DSLBs served as negative controls. This set of conditions was created and processed in three parallel biological replicates. After the tumoroid formation had concluded, the 3D cultures were harvested and washed with ice-cold PBS. The supernatant was removed after a centrifugation step, and the tumoroid pellets snap-frozen in liquid nitrogen. RNAseq libraries were prepared using 150 ng of total RNA per sample with the NEBnext Ultra II Directional RNA library kit for Illumina (New England Biolabs (NEB); Ipswich, USA) according to the manufacturer’s recommendations. Libraries were quantified with the NEBnext library quant kit for Illumina (NEB) and then sequenced for approximately 40 – 60 M 1 × 75 nt single reads on a NextSeq500 (Illumina; San Diego, USA). After quality checks with FastQC Version 0.11.2 (http://www.bioin forma tics.bbsrc.ac.uk/proje cts/fastq c/), reads were demultiplexed with samtools (v1.3.1) and adapter-trimmed (Q < 20) with Cutadapt (Version 1.4.132) using Trim Galore! (Version 0.3.3) (https://www.bioin forma tics.babra ham.ac.uk/proje cts/trim_galor e/). Reads were aligned to hg38 assembly with the grape-nf pipeline (https://github.com/guigo lab/grape -nf), wrapping STAR (Version 2.4.0j33) and RSEM (Version 1.2.2134). Pairwise differential comparisons were performed in R using the DESeq2 package.

### Pathway enrichment analysis and gene regulatory network analysis

Pathway enrichment data were obtained by analyzing DEG lists generated by comparing hybrid tumoroid sequencing data with their negative controls. The Reactome website (https://reactome.org/) was used to identify significantly affected signaling pathways. An enrichment score was calculated by determining the ratio of impacted reactions to total reactions for the respective pathways. Gene regulatory networks were generated with the visual analytics platform NetworkAnalyst 3.0^44^.

### Survival and differential expression analysis

Pancreatic adenocarcinoma and normal pancreatic tissue gene expression data was used from TCGA (https://portal.gdc.cancer.gov/) and from GTEx (https://gtexportal.org). Gene expression data was DESeq2 normalized and scaled to have a mean expression of 1000 in each sample. Differential gene expression was determined using the Mann-Whitney U-test. Survival analysis was performed using overall survival data and by using gene expression to stratify patient samples. Survival analysis was performed by employing Cox proportional hazards regression. To comprehensively assess potential correlations across different expression thresholds, we examined all possible cutoff values between the 25th and 75th percentiles of gene expression. Multiple hypothesis testing was addressed by calculating the false discovery rate (FDR) using the Benjamini-Hochberg procedure. The optimal cutoff value was determined based on the highest statistical significance (lowest *p*-value and corresponding minimum FDR), and this cutoff was used in the Kaplan-Meier analysis to visualize survival differences.

### T cell isolation

Primary human CD8 + T cells were isolated from leukapheresis reduction system (LRS) chambers from de-identified, voluntary healthy blood donors utilizing the RosetteSep Human CD8 + T cell Enrichment Cocktail (STEMCELL technologies, Germany) negative selection kit following the manufacturers instructions. The cells were routinely cultivated in RPMI 1640 w/ L-Glutamine medium supplemented with 10% fetal bovine serum, 1% penicillin/streptomycin, 1% non-essential amino acids (Biowest, France) and 50 mM HEPES (Sigma Aldrich, Germany) in flasks treated for cell culture at 37 °C, 5% CO2 and 100% humidity. For culture, expansion and all functional assays, the medium was further supplemented with 100 U/mL recombinant human IL-2 (STEMCELL technologies, Germany). Blood samples were provided by the Institute for Clinical Hemostaseology and Transfusion Medicine, Saarland University Medical Center, following ethics agreement number 34/23 (Ethikkommission Arztekammer des Saarlandes).

### T cell activation and expansion

Human CD8 + T cells were either cryopreserved immediately after isolation in a naïve state or activated and expanded. For this purpose, the cells were adjusted to a concentration of 1*10^6 1/mL and cultured together with Dynabeads human T-Activator CD3/CD28 beads (Gibco, Germany) according to the manufacturers instructions for 3 days. The beads were then separated from the cells by a magnetic field, while the T cells were supplemented with fresh medium, adjusted to a concentration of 1*10^6 1/mL, and further cultured for 2 days. Finally, the T cells were cryopreserved until further use.

### T cell staining and flow cytometry

T cells were pelleted and resuspended in PBS containing 1% BSA (Sigma Aldrich, Germany) and transferred into U-bottom 96 well plates. Subsequently, anti-CD25 AlexaFluor488 (BC96, BioLegend, UK) and anti-CD69 AlexaFluor647 (FN50, BioLegend, UK) staining antibodies were added (1:400 in PBS + 1% BSA). Samples were incubated at room temperature, light-protected for 30 min. Afterwards, the remaining unbound antibodies were removed by centrifugation and resuspension in PBS containing 1% BSA. The supernatant was removed after an additional centrifugation step, and the cells were subsequently fixed in 2% PFA (Sigma Aldrich, Germany) in PBS for 30 min at room temperature under light-protection. A final centrifugation step was employed to replace the PFA, the cells were then resuspended in PBS containing 1% BSA and stored light-protected at 4 °C until further use.

Staining of surface markers was quantified using an Attune NxT flow cytometer (Thermo Fisher Scientific, Germany) fitted with 488 nm and 637 nm laser lines. For every condition, a minimum of 10.000 T cells were analyzed. Data analysis was performed by the FlowJo V.10 software (FlowJo LLC, USA).

### Proteome profiler

Hybrid tumoroids were generated using 100.000 cells mixed with DSLBs at a ratio of 1 to 8 cells to DSLBs. The DSLBs were decorated with either PD-1, CD2 or both proteins. Hybrid tumoroids incorporating unlabeled DSLBs served as a negative control. 40 technical replicates per condition were created in order to achieve a sufficient protein concentration. After the hybrid tumoroids had fully formed, samples were washed with PBS and pooled. Subsequently, the tumoroids were lyzed in Lysis Buffer 17 supplemented with 10 µg/mL Aprotinin, 10 µg/mL Leupeptin hemisulfate and 10 µg/mL Pepstatin A (all R&D Systems, USA) for 30 min at 4 °C under constant shaking. Cell debris was removed via centrifugation, and the protein concentration in the supernatant determined utilizing the BCA-Protein-Assaykit (Merck, Germany) according to the manufacturers instructions. From each condition, 600 µg of protein was used to load the membranes of the Proteome Profiler Human Phospho-Kinase Array Kit (R&D Systems, USA). The Assay was performed according to the specifications provided by the manufacturer. The Streptavidin-HRP included in the kit was substituted with IRDye 800CW Streptavidin (LI-COR Biotechnology, USA). Fluorescence intensity of the stained membranes was documented in an ODYSSEY M (LI-COR Biotechnology, USA) imaging system equipped with a 785 nm laser line. The images were analyzed using ImageJ (NIH) software.

### Bispecific T cell engager assays assay

Hybrid tumoroids were generated using 50.000 cells mixed with DSLBs (ratio 1:10) decorated with either PD-1, CD2 or both proteins. As a negative control, hybrid tumoroids incorporating unlabeled DSLBs were utilized. After the hybrid tumoroids had fully matured, the culture medium was replaced by RPMI 1640 w/ L-Glutamine medium supplemented with 1% fetal bovine serum, 1% penicillin/streptomycin, 1% non-essential amino acids, 50 mM HEPES and 100 U/mL recombinant human IL-2. A dilution series of an anti-Her2-CD3 BiTE antibody (BSAB-002, Creative Biolabs, USA) was added to the samples, whereby the concentrations used are indicated in the figure legends. T cells activated as described above were removed from cryopreservation and added to the tumoroid-antibody preparations. A total of 200.000 T cells per well were added (a ratio of Panc-1 cells to T cells of 1 to 2). Two distinct T cell donors, each in technical duplicates, were used to account for donor variation. After 12 to 48 h of co-cultivation at 37 °C, 5% CO2 and 100% humidity, the assay was terminated, and the cells and supernatant harvested for further experiments.

### LDH Assays

To quantify T cell-mediated cytotoxicity in the BiTE assays, an LDH-Cytox Assay Kit (BioLegend, UK) was used. Hybrid tumoroids that were cultivated without T cells and BiTEs were mixed with 40 µL of the provided lysis buffer and incubated for 1 h at 37 °C. The samples were resuspended every 15 minutes and served as a positive control. Subsequently, the BiTE assays were pelleted via centrifugation and 50 µL supernatant transferred to new 96-well plates. The LDH assay was performed according to the instructions provided by the manufacturer. The colorimetric reaction was conducted under light protection at room temperature for 15 to 20 min. Absorbance at 490 nm was measured at a TECAN Spark plate reader.

### ELLA assays

#### Tumor-associated proteins

Hybrid tumoroids were generated using 100.000 Panc-1 or MCF-7 cells mixed with DSLBs at a ratio of 1:10. The DSLBs were decorated with either PD-1 alone, CD2 alone or PD-1 mixed with a second protein (CD2, CD27, CD40 Ligand, CTLA-4, LAG3, ICOS or TIGIT). Tumoroids were left to mature for 48 hours, afterwards supernatant was harvested from all conditions. For the quantification of protein concentrations in the supernatant, two Custom Simple Plex Assay cartridges (Biotechne, USA) were employed according to the instructions provided by the manufacturer. Cartridge A was designed for the quantification of PD-L1, CCL2 and CTLA-4, while cartridge B tested for Fas, LAG3, MMP-9 and THBS. For cartridge A, half of the harvested supernatants were diluted with an equal volume of the sample diluent SD13 provided, whereas for cartridge B, the samples were diluted with a fivefold excess of diluent. Quantification of protein concentrations was performed in the Ella Automated ELISA (Biotechne, USA) system.

#### T cell-associated cytokines

A BiTE Assay was performed as described above. After termination, supernatant was collected from all conditions and stored at −80 °C. Subsequently, the samples were used to load a Custom Simple Plex Assay cartridge according to the manufacturers instructions. The cartridge quantified the concentration of the following proteins: IL-4, IL-6, IL-10, IL-17A, CCL19, IFN-γ, Granzyme B and TNF-α. Supernatant samples were mixed with an equal volume of the provided sample diluent SD13. Quantification of protein concentrations was performed in the Ella Automated ELISA system.

### Hybrid culture supernatant assays with T cells

Hybrid tumoroids were generated in the same fashion as described for the BiTE Assays. Once fully matured, supernatant from the different conditions was harvested. Naïve and activated T cells, stimulated as outlined above, were seeded in a 96-well plate with a density of 40.000 cells per well. In total, 2 donors of naïve T cells and 2 donors of activated T cells were used for the assay, each condition was prepared in technical duplicates. Dynabeads human T-Activator CD3/CD28 beads were mixed with the cells according to the manufacturers instructions. Each well was loaded with either 10 µL or 50 µL of the harvested hybrid tumoroid supernatant, and the final volume adjusted to 200 µL. Supernatant-free cultures and T cells supplemented with 55,6 ng/mL CD2 and 75,6 ng/mL PD-1 (0.1% of the concentration used for DSLB labeling) served as controls. Cultivation was terminated after 48 h, and the cells were stained for activation surface markers and fixed as described above.

### Cell lysis and Western Blotting

The cell lines Panc-1, MCF-7, Capan-1, Capan-2, and BT-474 were cultured as described above. Cells were washed with ice-cold PBS and lysed in 1% Triton X-100 lysis buffer (50 mM Hepes/KOH [pH 7.5], 150 mM NaCl, 1% Triton X-100, 10% glycerol, 1 mM EDTA, 1 mM PMSF) supplemented with protease inhibitors (Roche, Switzerland). Lysates were incubated on ice for 15 min and cleared by centrifugation at 13,000 × *g* for 10 min at 4 °C. Protein concentrations were determined using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, Germany). Equal amounts of protein (30 µg) from each lysate were combined with Laemmli sample buffer and heated at 65 °C for 10 min. Lysates were resolved by SDS-PAGE (Tris-glycine, 10% polyacrylamide) and transferred onto nitrocellulose membranes (Amersham, Cytiva, USA) using the Trans-Blot Turbo semi-dry transfer system (Bio-Rad, USA). Membranes were blocked in 5% non-fat dry milk in TBS-T (20 mM Tris base, 137 mM NaCl, 0.2% Tween-20) and incubated with primary antibodies for 1.5 h at RT. After washing, membranes were probed with IRDye-conjugated secondary antibodies (LI-COR Biosciences, USA) for 1 h at RT. Signal detection was performed using the Odyssey CLx fluorescence imaging system (LI-COR Biosciences, USA) with acquisition at 700 nm and 800 nm. Western blot scans were cropped using Adobe Photoshop (Adobe, USA) for improved clarity.

The following primary antibodies (all from Proteintech, USA) were used for Western blotting, all diluted in 5% non-fat dry milk in TBS-T (20 mM Tris base, 137 mM NaCl, 0.2% Tween-20):

**Table:** 

antibody	host species	catalog nr.	dilution
Anti-E-Cadherin	mouse	60335-1-Ig	1:4000
Anti-Integrin β1	rabbit	82729-3-RR	1:20,000
Anti-Integrin α1β1	rabbit	22146-1-AP	1:1000
Anti-Integrin α2β1	rabbit	30703-1-AP	1:1000
Anti-Integrin α5β1	mouse	68561-1-Ig	1:10,000
Anti-Integrin α6β1	mouse	66906-1-Ig	1:5000
Anti-Calnexin	rabbit	10427-2-AP	1:1000

The following secondary antibodies (all from LI-COR Biosciences, USA) were used for Western blotting, all diluted in 5% non-fat dry milk in TBS-T:

**Table:** 

antibody	catalog nr.	dilution
IRDye® 680LT Goat anti-Rabbit IgG Secondary Antibody	926-68021	1:20,000
IRDye® 800CW Goat anti-Rabbit IgG Secondary Antibody	926-32211	1:20,000
IRDye® 800CW Goat anti-Mouse IgG Secondary Antibody	926-32210	1:20,000

### Membrane exchange assay

DSLBs were generated as described above, the SUVs used for membrane formation were composed of 72 mol% EggPC, 20 mol% EggPG, 5 mol% PE-DGS-NTA(Ni^2+^) and 3 mol% 18:0 Cyanine 5 PE (all Avanti Polar Lipids, USA). Hybrid tumoroids were generated as described, the different Panc-1 to DSLB ratio conditions were generated by combining 50 000 Panc-1 cells with different amounts of synthetic cells (5000 for 10:1, 50 000 for 1:1, 150 000 for 1:3, 250 000 for 1:5 and 500 000 for 1:10, respectively). In addition, DSLB-free tumoroids were generated, some of which were supplemented with 150 µM of the SUV stock solution. After tumoroid formation has been concluded, the tumoroids were washed once in PBS and subsequently incubated in Trypsin 0,25% - EDTA in HBSS (VWR, Germany) for roughly 15 min 37 °C, a manual resuspension was performed every 5 min. The singularized cell solution was pelleted and resuspended in tumoroid culture medium supplemented with 2.5 µM Hoechst (Thermo Fisher Scientific, Germany). The fluorescent intensity of Cyanine 5 and Hoechst in Panc-1 cells was quantified using an Attune NxT flow cytometer (Thermo Fisher Scientific, Germany) fitted with 405 nm and 637 nm laser lines. For every condition, a minimum of 10.000 Panc-1 cells were analyzed. Data analysis was performed by the FlowJo V.10 software (FlowJo LLC, USA).

### Quantification of DSLB-based synthetic cell integration in hybrid tumoroids

Hybrid tumoroids were generated as described above, the different Panc-1 to DSLB ratio conditions were generated by combining 50 000 Panc-1 cells with different amounts of synthetic cells (50,000 for 1:1, 150,000 for 1:3, 250,000 for 1:5 and 500,000 for 1:10, respectively). After maturation, the tumoroids were washed three times with PBS and subsequently fixed in 2% PFA (Sigma Aldrich, Germany) in PBS for 1 h at room temperature in a rotary shaker. After three washes in PBS, the tumoroids were incubated for 30 min at room temperature under light protection in wheat germ agglutinin AlexaFluor488 (WGA, Thermo Fisher Scientific, Germany) diluted 1:1000 in PBS. The tumoroids were washed in PBS and documented using a ZEISS Lightsheet Z.1 microscope (Carl Zeiss AG, Germany) equipped with 488 nm and 561 nm laser lines (used to document the Panc-1 cell membrane WGA AF488 fluorescence and the DSLB membrane Rhodamine B fluorescence, respectively). For every condition, at least 10 complete spheroids were documented.

#### Processing of the microscopy data

For processing the light sheet microscopy data, the IMARIS 10.1 software (Oxford Instruments, UK) was utilized. In short, the z-stack data was imported into the software and reconstructed into a 3D depiction of the hybrid tumoroid. The DSLB membrane and Panc-1 membrane fluorescence channels were individually processed using the following operations: Background Subtraction -> Threshold Cutoff -> Histogram Equalization. The “Detect Cell only” function was then used to detect individual DSLBs as well as the totality of Panc-1 cells. The volumetric data was then further analyzed in MS Excel (Microsoft, USA).

#### Calculation of equivalent T cell number

The total volume of a hybrid tumoroid was calculated from the volume of Panc-1 cells and all incorporated DSLBs. Next, the volume fraction comprised of DSLBs was calculated and normalized to a total spheroid volume of 1 mm^3^. The total DSLB volume was then transformed into the equivalent T cell number under the assumption of a perfectly spherical T cell with a diameter of 10 µm, the volume of one hypothetical T cell being 523.5 µm^3^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

Transparent Peer Review file

## Source data

Source data

## Data Availability

RNA Sequencing data that support the findings of this study have been deposited in Gene Expression Omnibus with the accession codes GSE308254. The “Pancreatic adenocarcinoma and normal pancreatic tissue gene expression” data that support the findings of this study are available from TCGA (https://portal.gdc.cancer.gov/) and from GTEx (https://gtexportal.org). The authors declare that all other data supporting the findings of this study are available within the paper and the source data file, specifically Figs. 1C, 2C, E, F, 3B, C, E–H, J, K, and Supplementary Figs. S1A, S2B, S3A, S3C, S3D, S6A, S6B, S6C, SS7, S8A, S8B, S8C, S9A. Source data are provided in this paper.

# Supplementary material for: Self-assembly of hybrid 3D cultures by integrating living and synthetic cells
**Source:** Nat Commun. 2025 Dec 10;16:11073. doi: 10.1038/s41467-025-66789-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**Supplementary Movie 1:** Live cells time laps imaging of dispersed Panc-1 cells (brigth field) cultured with DSLBbased synthetic cells (magenta).

**Supplementary Movie 2:** Live-cells time laps imaging of Free floating Panc-1 tumoroid hybird with integrated DSLB synthetic cells (left) and one representative manually segmented synthetic cells contour (right).

How the deposited data were processed for this re-analysis (not part of the article)

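RNA-seq was measured in 30 cultures of PANC-1 cells in 10 groups of 3, which the paper describes as parallel biological replicates. The groups were tumoroids without DSLBs, hybrids with plain DSLBs, hybrids with PD-1 DSLBs, and hybrids with DSLBs that presented PD-1 together with CD2, CD27, CD40L, CTLA4, ICOS, LAG3 or TIGIT. Each library's condition and replicate number came from its sample labels, and all 30 could be assigned. The authors trimmed adapters and bases of low quality from single-end reads of 75 nt, aligned them to hg38 with STAR and estimated gene abundances with RSEM. Their processing notes also name FastQC 0.11.2, SAMtools 1.3.1 and Trim Galore 0.3.3. The annotation release, the poly(A) or rRNA step and the strand setting are not given in the sources used here, so antisense and overlapping genes remain uncertain, as do pseudogenes and other near-identical copies. The deposited expected counts are RSEM's estimates per gene, which need not be whole and are not normalized by the authors. The deposited TPM values are the authors' length-scaled abundances per gene and were not used in a test. The effective length per gene in the deposited files is another RSEM output and was not used in a test.

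Each library held 60483 gene records, of which 56321 were matched by identifier to a symbol and 4162 kept their identifier, and 1209 records shared a symbol with another. Expected counts were rounded to whole numbers, filtered with filterByExpr by group, which kept 18424 genes, and scaled by TMM. The main test was edgeR 4.0.16 (quasi-likelihood, robust), one model of all 30 libraries with a mean per group, with Benjamini-Hochberg adjustment and a threshold of 0.05 and no fold threshold. Gene lists (34 of them) were tested with limma 3.58.1 (camera, log2 CPM with a prior count of 2, preset correlation 0.01, and again with an estimated correlation), adjusted over the lists within a comparison. R 4.3.3, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were also used. Levels are CPM on TMM-scaled libraries. Coordinates are those of GENCODE v44 on GRCh38, matched by gene identifier. The study compared groups pairwise with DESeq2, and its text does not name a threshold. The design, the alternatives, the gene lists and the rule for named genes were fixed before the data were examined, with the genes of the Fig. 3B source data already seen.

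The rule named, per comparison, up to 10 genes with the largest positive and up to 10 with the largest negative log2 fold change among those past the threshold with a mean count of at least 50 and no overlap between the groups' libraries. For comparisons other than PD-1/CD2, PD-1/CD27 and PD-1/CTLA4 against PD-1 it named up to 5 each way. It added every gene that the study names for its RNA-seq or secretion results and up to 4 members per gene list, those past the test first. Some genes and gene lists that the rule covers are not reported here. Groups of 3 against 3 fail to overlap by chance for 10% of genes. Alternatives were DESeq2 on all libraries or on the 6 compared, edgeR on those 6, RLE factors, limma-voom, no filter on low counts (39960 genes), a mean of at least 100 counts (12668 genes), a gene length trend removed per library (spline with 5 degrees of freedom), the replicate number as a block, plain DSLB hybrids as the reference, a threshold of 0.1 and leaving out each library in turn. A removed GC trend, thinned counts, protein-coding genes only and 3 or 4 libraries left out were added after the data were seen. A length was known for 100% and a GC content for 98.5% of the genes kept. No sample was left out of the main test. The pathway and network analyses of the paper were not repeated here.

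The steps were tested on simulated data, counts drawn for the comparison of PD-1/CD2 with PD-1 hybrids with 200 genes changed, 100 of them at log2 0.5 and 100 at log2 1. On 18165 genes edgeR recovered 69 of the 100 genes at log2 0.5 and 93 at log2 1, with 13 false calls. DESeq2 recovered 72 and 96 on 18424 genes with 30 false calls, and limma-voom 70 and 95 with 14 false calls. With a length trend added and removed edgeR recovered 68 and 92 with 4 false calls, and with a GC trend 74 and 96 with 7 false calls. The summed expected counts per library, 21.9 to 60.5 M, and the biological coefficient of variation of 0.0942 set the precision, and the median standard error of a log2 fold change was 0.115 for PD-1/CD2 against PD-1.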

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

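The tests of GC content, of PD-1 replicate 1 and of protein-bearing groups against the controls were chosen only after the results were seen, as was the use of the gene length correction as a test of these patterns, although that correction itself was planned. The test on short noncoding RNAs against PD-1 and the splits were set beforehand, and the use of those RNAs against plain DSLBs was not. The division of groups by SCARNA7, to which the test against PD-1 is applied below, came from these data. The DEGs in Fig. 3B are against PD-1 hybrids. The paper's methods name DEG lists of hybrids against their negative controls for the pathway analysis, so such lists may exist outside that figure. In PD-1 against plain DSLB hybrids, whose genes Fig. 3B does not list, edgeR called 4054 genes (2084 higher, 1970 lower), compared with 2 between the plain DSLB and DSLB-free controls. Among the higher genes were 15 of 20 hypoxia genes, 13 of 26 interferon response genes and 9 of 16 genes of MHC class I presentation. With the gene length trend removed there were 3903 DEGs and with the GC trend removed 4683, which argues against either trend as the whole cause. A library or RNA preparation difference between groups stays open. Medians were taken over 40 short noncoding RNAs other than SCARNA7 and RMRP. Against plain DSLB hybrids the median log2 fold change was −0.15 for PD-1 (quartiles −0.85 to 0.49, 2 lower) and 0.09 for PD-1/CD2 (4 higher). Between the controls it was −0.09. These medians did not set PD-1 and PD-1/CD2 hybrids apart from the controls. The other protein-bearing groups were not compared with a control in this test. Members went both ways, and a preparation difference in other RNAs is not excluded. All 16 comparisons of a protein-bearing group with a control gave at least 3614 DEGs, which restates the pattern and decides nothing. By the paper's methods all conditions, controls included, were processed in 3 parallel biological replicates, and the labels give no batch. As described, this design does not tie preparation to protein. Without a batch label, a preparation difference that followed the protein could not be tested. The presented protein, which the design names, stays open as well and was not tested apart from preparation.

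SCARNA7, a guide RNA of Cajal bodies, was at 0.889 CPM in PD-1/CD2 hybrids, 0.878 in PD-1/CD27, 0.918 in PD-1/CD40L and 0.891 in PD-1/CTLA4, and at 0.0797 in PD-1, 0.0116 in PD-1/ICOS, 0.0915 in PD-1/LAG3, 0.0922 in PD-1/TIGIT, 0.0870 in plain DSLB hybrids and 0.0262 CPM without DSLBs. RMRP, also left out of the short noncoding RNA test, was at 2.74 CPM in PD-1/CD2, 2.60 in PD-1/CD27, 5.15 in PD-1/CD40L and 3.98 in PD-1/CTLA4. It was at 1.09 CPM in PD-1, 0.391 in PD-1/ICOS, 1.08 in PD-1/LAG3 and 1.38 in PD-1/TIGIT. Single libraries overlapped, with a lowest RMRP value of 1.19 in PD-1/CD2 and a highest of 1.88 in PD-1/TIGIT. Of the 135 genes higher in PD-1/CD2 than in PD-1 hybrids, 82 are not annotated as protein coding, a class the paper does not discuss.

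With the groups divided by SCARNA7, the 6 pairs among PD-1/CD2, PD-1/CD27, PD-1/CD40L and PD-1/CTLA4 gave 0 to 2 DEGs, the 6 among PD-1, PD-1/ICOS, PD-1/LAG3 and PD-1/TIGIT also 0 to 2, and the 16 between the sets 1 to 1364, with a median of 36, SCARNA7 not counted. For PD-1/CD40L and PD-1/CTLA4 7 of the 8 pairs with the other set gave 1 to 8, so the division of the other genes rests mainly on PD-1/CD2 and PD-1/CD27. Gene length as the whole cause is argued against by 408 DEGs in PD-1/CD2 against PD-1 with the trend removed, and an outlying PD-1 replicate 1 by 576 DEGs between PD-1/CD2 and PD-1/ICOS (191 against PD-1/LAG3, 21 against PD-1/TIGIT), which involve no PD-1 library, although PD-1/CD2 against PD-1 gave 5 without that replicate. A library or RNA preparation difference may contribute: over 40 other short noncoding RNAs the median log2 fold change against PD-1 was 0.38 for PD-1/CD2, 0.321 for PD-1/CD27, 0.54 for PD-1/CTLA4 and 0.39 for PD-1/CD40L, and 0.04 for PD-1/ICOS and 0.00 for PD-1/TIGIT. PD-1/LAG3 was close to the first set at 0.28, the quartiles span 0 (−0.05 to 0.99 for PD-1/CD27), and no single one of the 40 passed edgeR's test in any of these comparisons. The presented ligands follow the same division and were not tested apart from preparation.

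The 6 libraries of a comparison split into 3 and 3 in 10 ways, the real one included, too few for a share under 0.05. The real numbers of DEGs from edgeR were 227, 421, 8, 2, 0, 0 and 0 for CD2, CD27, CTLA4, CD40L, LAG3, ICOS and TIGIT beside PD-1, 5450 for PD-1/CD2 and 4054 for PD-1 against plain DSLBs, and 2 between the controls, and the highest of the other splits was 0 in each. As many DEGs as in the real split came from 1 of the 10 splits where DEGs were called and from all 10 for LAG3, ICOS and TIGIT, which had 1052, 1880 and 681 genes at an unadjusted p under 0.05 and 3, 12 and 1 DEGs from DESeq2 on all libraries.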

How the results depend on the processing

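The GC trend, thinning to the smallest total, protein-coding genes only and the omission of 3 or 4 libraries were chosen after the data were seen, and the cause of a change below was not tested unless a setting's own construction shows it. Counts are DEGs for CD2, CD27, CTLA4, CD40L, LAG3, ICOS and TIGIT beside PD-1 against PD-1 alone, and between the 2 controls, and those left out of a list stayed within 1.5 times the main count. At an adjusted p under 0.1 there were 518 for CD2, 973 for CD27, 13 for CTLA4, 56 for CD40L, 1 for LAG3 and 10 between the controls. Without a filter on low counts there were 828, 1290, 699, 481, 288, 442 and 126, and 199 between the controls. That setting added genes to the test and also changed the standard errors of genes tested before. They fell for MALAT1 with CTLA4 (0.209 to 0.0917) and MT-RNR1 with CD40L (0.147 to 0.0901). They rose for SCARNA7 with CTLA4 (0.402 to 0.478) and WLS between the controls (0.0536 to 0.0856). The cause of the extra calls was not tested. At a mean of at least 100 counts CTLA4 gave 5, CD40L 1 and LAG3 1. With the gene length trend removed CD2 gave 408, CD27 828, CD40L 29 and the controls 5. With the GC trend removed CD27 gave 634, CTLA4 17 and LAG3 2. Limma-voom gave 7 for CD40L. On the 6 libraries compared, edgeR gave 6 for CD2, 1037 for CD27, 4 for CD40L, 1 for TIGIT, 0 between the controls and 6138 for PD-1 against plain DSLBs. DESeq2 on those 6 gave 102, 1397, 124, 164, 5, 886 and 34, and 29 between the controls, and on all libraries 574, 788, 78, 104, 3, 12 and 1, and 17 between the controls. With plain DSLB hybrids as the reference there were 5450, 4383, 6295, 4700, 5585, 3614 and 4140. Thinned to the smallest total, CD2 gave 135, CD27 256, CTLA4 4 and the controls 0. With protein-coding genes only, so with fewer genes tested, CD2 gave 96, CD27 167, CTLA4 0, CD40L 0, LAG3 1 and the controls 7. Without the 3 libraries that stood apart most CD2 gave 125, CD27 46, CTLA4 4 and the controls 1, and without PD-1/CTLA4 replicate 2 as well CD27 gave 55, CTLA4 1198 and the controls 1. RLE factors kept every count within 1.5 times.

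Leaving out each library in turn gave 5 to 541 DEGs for CD2, 25 to 609 for CD27, 1 to 75 for CTLA4, 1 to 14 for CD40L, 3935 to 5813 for PD-1/CD2 and 2798 to 3293 for PD-1 against plain DSLBs, and 0 to 3 between the controls. The lowest values for the first 4 came without PD-1 replicate 1 (for CTLA4 also without PD-1/CTLA4 replicate 1, for CD40L also without PD-1 replicate 2) and the highest without PD-1/CD2 replicate 1, PD-1/CD27 replicate 2, PD-1/CTLA4 replicate 2 and PD-1/CD40L replicate 1. The 227 DEGs for CD2 (226 still tested without PD-1/CD2 replicate 1 or 2) and the 421 for CD27 all kept their direction, and the median ratio of their log2 fold changes to the main ones was 0.906 to 1.07 for CD2 and 0.850 to 1.10 for CD27. These genes were called on the same libraries, so a kept direction is a weak check.

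With a replicate block the controls gave 5 DEGs, and with the length trend removed as well CD2 gave 501, CD27 895, CD40L 24, LAG3 2 and the controls 7. A replicate block with the GC trend removed gave 680 for CD27, 20 for CTLA4, 3 for LAG3 and 5 for the controls. The replicate numbers were not shown to pair the libraries: residuals of libraries with the same number correlated at a median of 0.0266 (−0.752 to 0.758) and with different numbers at −0.0182, and 15 of 30 libraries correlated best with their own number.

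With an estimated correlation, camera called 0 gene lists in each of the 10 comparisons, where the preset correlation had called 8, 7, 8, 5, 5, 7 and 7 against PD-1, 21 for PD-1/CD2 and 19 for PD-1 against plain DSLBs, and 3 between the controls. At an adjusted p under 0.1 CD2 and CD27 shared 235 higher and 65 lower genes, CD2 and CD40L 32 and 2, CD27 and CD40L 39 and 6, and CTLA4 shared 12 higher genes with CD2, 12 with CD27 and 7 with CD40L. Against the Fig. 3B source data, the correlation for CD27 was −0.997 with DESeq2 on 6 libraries and −0.974 with edgeR. Of the values of named genes under other settings, 5151 kept direction and side of the threshold, 403 lost and 139 gained the call, 236 changed sign with no call on either side, and 12 reversed. The reversed log2 fold changes all had plain DSLBs as the reference: ENSG00000274422 (−0.030) for CD2, OVCA2 (0.022) and PMAIP1 (0.32) for CD27, PMAIP1 (0.26) for CTLA4, KLF13 (0.22), NOTCH1 (−0.45) and PMAIP1 (0.29) for LAG3, ARNT2 (−0.28), CDK6 (−0.61) and NOTCH1 (−0.29) for ICOS, and AHR (−0.47) and CD40 (0.20) for TIGIT. At 21.9 to 60.5 M counts per library and 3 libraries per group, the median standard error was 0.115, and in the simulation edgeR recovered 69 of 100 genes changed by log2 0.5, so smaller changes could go uncalled.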

Differences from the paper's values

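The removed GC trend, protein-coding genes only and the omission of 3 or 4 libraries were chosen after the values were seen, and the other alternatives named here were set before the data were examined. The paper's text does not name a threshold for its DEGs, so counts here are genes at an adjusted p under 0.05 beside the number of genes with a value in the paper's Fig. 3B source data. For CD27 the paper has 121 and edgeR called 421, and of the alternatives set before the data only leaving out PD-1 replicate 2 (152) or PD-1/CD27 replicate 3 (83) came within 1.5 times. With protein-coding genes only, chosen after the values were seen, there were 167, a setting that calls 54 of the paper's 121 genes and leaves out 67. For CTLA4 the paper has 91 and edgeR called 8, and DESeq2 on the 6 libraries (124), DESeq2 on all libraries (78) and edgeR without PD-1/CTLA4 replicate 2 (75) came within 1.5 times and no other did. For CD40L the paper has 14 and edgeR called 2, and only leaving out PD-1/CD40L replicate 1 (14) came within 1.5 times. For LAG3 the paper has 6 and edgeR called 0 (1052 at an unadjusted p under 0.05), and only DESeq2 on the 6 libraries (5) came within 1.5 times. For ICOS the paper's table has 1, whereas its text states none, and edgeR called 0 (1880 at an unadjusted p under 0.05, 12 and 886 from DESeq2), with no alternative within 1.5 times. For CD2 the paper has 179 and edgeR called 227, or 96 with protein-coding genes only, and for TIGIT both have 0 (681 at an unadjusted p under 0.05, 1 and 34 from DESeq2). All 338 genes of the paper's table that matched a symbol are annotated as protein coding, whereas of the genes called here for CD2 82 higher and 2 lower ones are not, so these numbers count different kinds of genes. Of the paper's genes that could be compared, edgeR called 45 of 179 for CD2, 67 of 120 for CD27 and 0 of 90 for CTLA4, 0 of 14 for CD40L, 0 of 6 for LAG3 and 0 of 1 for ICOS. DESeq2 on the 6 libraries called 17, 91, 17, 4, 1 and 0 of them, and edgeR with protein-coding genes only 32, 54, 0, 0, 1 and 0. For CD2, edgeR called 1 of them without PD-1 replicate 1 or PD-1/CD2 replicate 3, 4 without PD-1 replicate 2, 66 without PD-1/CD2 replicate 1, 0 on the 6 libraries compared and 107 with plain DSLBs as the reference, and DESeq2 on all libraries 78. For CD27, edgeR called 6 without PD-1 replicate 1, 21 without PD-1/CD27 replicate 1, 25 without PD-1/CD27 replicate 3 and 31 without PD-1 replicate 2, 12 and 15 with 3 and 4 libraries left out, and DESeq2 on all libraries 87. For CTLA4, edgeR called 65 of the paper's 91 genes with plain DSLBs as the reference, 51 with 4 libraries left out, 27 without a filter on low counts and 8 without PD-1/CTLA4 replicate 2, and DESeq2 on all libraries 14. Up to 4 of them were called with the length or GC trend removed, with or without the block, and 1 each with thinned counts and with edgeR on the 6 libraries. For CD40L, 8 of 14 were called with plain DSLBs as the reference, 4 without a filter, 3 with DESeq2 on all libraries and 1 without PD-1/CD40L replicate 1. For LAG3, 5 of 6 were called with plain DSLBs as the reference, 3 without a filter, 2 with DESeq2 on all libraries, and 1 each at a mean of 100 counts, with the length trend removed and the block, and with the GC trend removed, with or without the block. The 1 gene for ICOS was called without a filter and with plain DSLBs as the reference. Thinning was also chosen after the values were seen.

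The log2 fold changes of the Fig. 3B source data have the opposite sign to the group minus PD-1 in 405 of 410 gene values compared, so they are set here beside PD-1 minus PD-1/CD2. The error named here is 1 standard error of the log2 fold change under each setting. The gap was 3.27 standard errors for AHR and 1.47 to 1.94 for the other 5 genes below. Both sets of values come from the same cultures, and this error describes the spread between replicates. A gap within it therefore does not show that the 2 analyses gave the same value. On that scale AHR was 0.54 in the paper and 0.251 here, with no alternative within the error. ARNT was 0.34 in the paper and 0.199 here. It came within the error without PD-1/CD2 replicate 1 (0.293) and with plain DSLBs as the reference (0.267), which is a different comparison. In no other alternative did ARNT come within the error. ARNT2 was 0.36 in the paper and 0.491 here, and came within the error with the length trend removed (0.410), with that and the replicate block (0.411), without PD-1 replicate 1 (0.439) and without PD-1/CD2 replicate 2 (0.423), and in no other alternative. CDK6 was 0.49 in the paper and 0.286 here, within the error only without PD-1/CD2 replicate 1 (0.388). ALG6 was −0.39 in the paper and −0.243 here, within the error only without PD-1 replicate 1 (−0.280) and without PD-1/CD2 replicate 3 (−0.302). MET was 0.37 in the paper and 0.208 here, within the error only without PD-1/CD2 replicate 1 (0.325). For depth, the paper states 40 to 60 M reads, and the lowest library total of expected counts was 21.9 M, a total after counting, for which no alternative applies.

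Of the study's named genes for PD-1/CD2 that edgeR did not call against PD-1, some passed in other settings. AHR passed with the GC trend removed (adjusted p = 0.0134, and 0.0147 with the replicate block as well), with plain DSLBs as the reference (6.64e-07) and without PD-1/CD2 replicate 1 (0.0351). ARNT passed with plain DSLBs as the reference (0.00758) and without PD-1/CD2 replicate 1 (0.0336). PRKCA passed with 4 libraries left out (0.0383), with the replicate block (0.0484), without a filter on low counts (0.00347), with the length trend removed (0.0187, and 0.0156 with the block), with the GC trend removed (0.0493, and 0.0367 with the block), with DESeq2 on all libraries (0.0192), with plain DSLBs as the reference (0.000276) and without PD-1/CD2 replicate 1 (0.00903). KLF13 passed with the length trend and block (0.0333) and without PD-1/CD2 replicate 1 (0.0218). CDK6 passed with the GC trend removed (0.0289, and 0.0287 with the block) and with plain DSLBs as the reference (8.34e-08). NOTCH1 passed with 4 libraries left out (0.0290), without a filter (0.0121), with DESeq2 on all libraries (0.0458), without PD-1/CD2 replicate 1 (0.0449) and with plain DSLBs as the reference, where NFKB1 (0.000429), NFATC3 and MET (0.0249) passed as well. MET also passed without PD-1/CD2 replicate 1 (0.0457). JMJD1C, PCF11 and ALG6 passed in none of the settings.

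The paper states that transcription factors of PD-L1 and CCL2, ARNT among them, were increased by co-signaling, whereas of the 9 in Fig. 3I 8 had negative log2 fold changes in PD-1/CD2 against PD-1 hybrids (ARNT −0.20, ARNT2 −0.49, CDK6 −0.29) and 1 a positive one (PCF11, 0.18). It states that many DEGs were seen with CD27, CTLA4 and CD2, the last singled out, and the order in edgeR's model of all libraries was CD27 (421), CD2 (227) and CTLA4 (8). The order depended on the setting: CTLA4 came before CD2 on the 6 libraries compared (CD27 1397, CTLA4 124 and CD2 102 from DESeq2, and 1037, 8 and 6 from edgeR), and with plain DSLBs as the reference it was CTLA4 (6295), CD2 (5450) and CD27 (4383). Without the 3 libraries that stood apart most it was CD2 (125), CD27 (46) and CTLA4 (4), and with PD-1/CTLA4 replicate 2 left out as well CTLA4 (1198), CD2 (257) and CD27 (55).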

Other observations

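The test of exchanged labels together with a reversed subtraction was chosen after the results were seen, and the other tests of the sign of the Fig. 3B source data were set before. The genes below are from hybrids with PD-1 DSLBs against hybrids with plain DSLBs, which are not among the comparisons in Fig. 3B (n = 3 cultures each, adjusted p from edgeR). Of 20 hypoxia response genes 15 rose and 1 fell (18 and 1 when adjusted over the list alone), among them PFKFB4, a regulator of glycolysis, from 19.1 ± 4.57 to 55.6 ± 3.95 CPM (log2 fold change 1.56, adjusted p = 3.01e-10), the mitophagy receptor BNIP3 from 172 ± 14.3 to 363 ± 11.0 CPM (1.08) and PDK1, which limits pyruvate oxidation (1.20). The median was 0.71 (camera adjusted p = 5.94e-14, and adjusted p = 0.0845 with an estimated correlation). Of 26 interferon response genes 13 rose and none fell (15 and 2 when adjusted over the list alone), such as BST2, an antiviral membrane protein, from 7.92 ± 1.12 to 15.8 ± 1.24 CPM (0.99), with a median of 0.36 (camera adjusted p = 1.84e-05, and adjusted p = 0.142 with an estimated correlation). Among 16 genes of MHC class I presentation 9 rose and none fell (10 and 0 when adjusted over the list alone), with HLA-B from 72.0 ± 6.66 to 124 ± 2.20 CPM (0.78) and B2M, the light chain, from 410 ± 18.1 to 608 ± 50.8 CPM (0.57). Their median was 0.43 (camera adjusted p = 1.29e-05, and adjusted p = 0.110 with an estimated correlation). Proliferation genes went down: 19 of 26 fell and none rose, also when adjusted over the list alone, with the marker MKI67 from 201 ± 22.9 to 106 ± 4.13 CPM (−0.92) and FOXM1 at −0.69 (median −0.29, camera adjusted p = 4.18e-09, and adjusted p = 0.142 with an estimated correlation). Of 77 ribosomal protein genes 58 rose and none fell (67 and 0 when adjusted over the list alone), with a median of 0.37 (camera adjusted p = 2.51e-19, and adjusted p = 0.237 with an estimated correlation). Of 22 integrin, cadherin and adhesion genes 2 rose and 7 fell (3 and 9 when adjusted over the list alone), with FN1, fibronectin, from 66.0 ± 5.83 to 22.3 ± 2.63 CPM and CDH1, E-cadherin, at −0.73 (camera adjusted p = 0.00201, and adjusted p = 0.282 with an estimated correlation).

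Among the genes with the largest changes between PD-1 and plain DSLB hybrids, the glycolytic enzyme ALDOC rose from 24.4 ± 2.44 to 89.3 ± 8.36 CPM (1.87, standard error 0.116, edgeR adjusted p = 1.01e-11), transglutaminase TGM2 from 28.1 ± 3.07 to 89.0 ± 6.17 CPM and the chemokine CCL5 from 2.16 ± 0.114 to 6.67 ± 0.325 CPM. NTS, the precursor of neurotensin, fell from 8.97 ± 1.54 to 1.45 ± 0.342 CPM (−2.64) and CP, ceruloplasmin, from 96.4 ± 2.63 to 22.8 ± 1.77 CPM (−2.08). Of 14 NRF2 target genes 7 rose and none fell (8 and 0 when adjusted over the list alone), with HMOX1, heme oxygenase 1, from 60.0 ± 14.8 to 133 ± 5.85 CPM (camera adjusted p = 0.000849, and adjusted p = 0.142 with an estimated correlation). Of 18 genes of the unfolded protein and integrated stress response 8 rose and 4 fell, also when adjusted over the list alone, with DDIT3 at 0.88 and TRIB3 at 0.91 (camera adjusted p = 0.0174, and adjusted p = 0.309 with an estimated correlation). Of 13 YAP target genes 1 rose and 6 fell (1 and 7 when adjusted over the list alone), with CCN2 at −0.88 and CCN1 at −0.65 (camera adjusted p = 0.00416, and adjusted p = 0.110 with an estimated correlation). Of 19 NF-kB target genes 7 rose and 2 fell (7 and 4 when adjusted over the list alone), with a median of 0.19, a mean of −0.01 and camera adjusted p = 0.280. As for markers of other cells, of 7 measured fibroblast and endothelial genes 4 fell and none rose, also when adjusted over the list alone (camera adjusted p = 0.00690, and adjusted p = 0.0845 with an estimated correlation), with COL1A1, a collagen chain, at 518 ± 42.3 CPM with PD-1 and 772 ± 32.4 CPM with plain DSLBs. Of 3 measured T and NK cell markers none passed, and of 2 macrophage markers CD14 passed (2 when adjusted over the list alone), at 0.776 CPM with PD-1 and 0.357 CPM with plain DSLBs. The share of counts from mitochondrial genes was 3.54% ± 0.764 with PD-1 and 4.90% ± 0.249 with plain DSLBs, and 3 of 13 mitochondrial mRNAs fell, also when adjusted over the list alone (camera adjusted p = 0.00288, and adjusted p = 0.388 with an estimated correlation). In edgeR on the 6 libraries alone 6138 genes were called, against 4054 in the model of all libraries, and 2798 to 3293 when single libraries were left out.

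Plain DSLB hybrids differed from DSLB-free tumoroids in 2 genes from edgeR, with 1123 at an unadjusted p under 0.05 and 17 and 29 DEGs from DESeq2 on all libraries and on the 6 compared. SCG2, a secretogranin, rose from 7.43 ± 0.355 to 11.9 ± 0.609 CPM (0.68, standard error 0.110, adjusted p = 0.0214), and WLS, a carrier of Wnt proteins, from 30.6 ± 0.695 to 38.1 ± 1.42 CPM (0.32, standard error 0.0536, adjusted p = 0.0250). SCG2 lost the call without any single one of the 6 libraries (adjusted p = 0.138, 0.114 and 0.116 without DSLB-free replicates 1 to 3, and 0.197, 0.0762 and 0.0664 without plain DSLB replicates 1 to 3), with edgeR on the 6 libraries compared (0.112) and with thinned counts (0.0807). WLS lost it without a filter on low counts (0.0736), on the 6 libraries compared with edgeR (0.812) and DESeq2 (0.162), with thinned counts (0.110), with 3 (0.0636) or 4 (0.0593) libraries left out, and without DSLB-free replicate 1 (0.138), 2 (0.228) or 3 (0.116) and plain DSLB replicate 1 (0.402) or 3 (0.170). Thinning and leaving out 3 or 4 libraries were chosen after the data were seen. The controls differed in 0 genes from edgeR without DSLB-free replicate 1 or 2 or plain DSLB replicate 1 or 3, in 1 without DSLB-free replicate 3 and in 3 without plain DSLB replicate 2. Of 22 cholesterol synthesis genes none passed over all genes and 7 were higher when adjusted over the list alone, with a median of 0.18 (camera adjusted p = 2.24e-10, and adjusted p = 0.276 with an estimated correlation).

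The paper measured PD-L1 and CCL2 as secreted proteins in other assays, and the mRNA values for PD-1/CD2 and PD-1 hybrids were as follows. CCL2, a monocyte chemokine, was at 8.45 ± 0.793 and 7.96 ± 0.572 CPM (log2 fold change 0.09, standard error 0.149, edgeR adjusted p = 0.831). CD274, which encodes PD-L1, was below the filter on low counts, at 0.0752 and 0.113 CPM. HSPD1, a mitochondrial chaperone, was at 749 ± 52.6 and 694 ± 55.7 CPM (0.11, adjusted p = 0.518). BCL2A1, the gene of the anti-apoptotic Bfl-1, was at 0.488 and 0.625 CPM (−0.38, standard error 0.369, adjusted p = 0.689). The paper reports raised Bfl-1 with CD40L DSLBs in other assays. In PD-1/CD40L against PD-1 hybrids BCL2A1 had −0.19 (standard error 0.375, edgeR adjusted p = 0.880). At a mean of 23.8 counts these values carry little information. CD58, the ligand of CD2, had 0.04 against PD-1 and rose by 0.27 against plain DSLBs (adjusted p = 0.0470), PMAIP1, a pro-apoptotic gene, 0.05 and a rise of 0.38 (0.00181), and CD40 0.03 and a rise of 0.28 (0.00273).

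The Fig. 3B source data correlate with the group minus PD-1 at −0.894 for CD2 over genes, which are not independent replicates, −0.974 for CD27, −0.948 for CTLA4 and −0.901 for CD40L. A candidate explanation is a subtraction in the other direction, PD-1 minus the group, which was the best of 90 ordered pairs of groups for 2 of the 4 columns with at least 14 genes. For CD27 PD-1 minus the group ranked 8 of the 90 (0.974), and PD-1/CD40L minus PD-1/CD27 was highest (0.990). For CD40L it ranked 2 (0.901), behind PD-1 minus PD-1/LAG3 (0.905). A subtraction in the other direction therefore stays open. An exchange of the PD-1 and PD-1/CD2 labels with the subtraction as stated would make the CD27 column follow PD-1/CD27 minus PD-1/CD2, and their correlation of −0.990 argues against it. With the subtraction reversed as well, the CD2 column would follow PD-1/CD2 minus PD-1, with which it correlated at −0.894. No biological explanation was tested.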
